# EOMES interacts with RUNX3 and BRG1 to promote innate memory cell formation through epigenetic reprogramming

**DOI:** 10.1038/s41467-019-11233-6

**Published:** 2019-07-24

**Authors:** Nicolas Istaces, Marion Splittgerber, Viviana Lima Silva, Muriel Nguyen, Séverine Thomas, Aurore Le, Younes Achouri, Emilie Calonne, Matthieu Defrance, François Fuks, Stanislas Goriely, Abdulkader Azouz

**Keywords:** Immunological memory, Epigenetics in immune cells, CD8-positive T cells, Chromatin remodelling

## Abstract

Memory CD8^+^ T cells have the ability to provide lifelong immunity against pathogens. Although memory features generally arise after challenge with a foreign antigen, naïve CD8 single positive (SP) thymocytes may acquire phenotypic and functional characteristics of memory cells in response to cytokines such as interleukin-4. This process is associated with the induction of the T-box transcription factor Eomesodermin (EOMES). However, the underlying molecular mechanisms remain ill-defined. Using epigenomic profiling, we show that these innate memory CD8SP cells acquire only a portion of the active enhancer repertoire of conventional memory cells. This reprograming is secondary to EOMES recruitment, mostly to RUNX3-bound enhancers. Furthermore, EOMES is found within chromatin-associated complexes containing BRG1 and promotes the recruitment of this chromatin remodelling factor. Also, the in vivo acquisition of EOMES-dependent program is BRG1-dependent. In conclusion, our results support a strong epigenetic basis for the EOMES-driven establishment of CD8^+^ T cell innate memory program.

## Abstract (web summary)

T box transcription factor Eomesodermin (EOMES) is induced when naïve T cells are converted to innate memory T cells in response to cytokines. Here the authors show that EOMES is recruited to RUNX3-bound enhancers and interacts with BRG1 during innate memory T cell formation.

## Introduction

CD8^+^ T lymphocytes are critical for protective immunity against intracellular pathogens and tumor cells. When naïve CD8^+^ T cells encounter their cognate antigen (Ag) in secondary lymphoid organs and expand, most daughter cells undergo terminal differentiation into effector cells while a small fraction will form long-lived memory and persist after pathogen clearance^1^. Such memory cells are epigenetically programmed through highly dynamic changes in enhancer repertoires and regulatory circuits for more rapid and effective responses upon re-stimulation with their Ag or inflammatory cytokines^2,3^. New epigenomic and bioinformatics tools have been successfully used to identify potential transcription factors regulating this process^3–5^. Furthermore, specific epigenetic mechanisms, such as H3K27me3 deposition at pro-memory genes in effector cells were shown to dictate memory cell potential^6^.

In the periphery, memory CD8^+^ T cell subpopulations can be identified and classified by the expression of surface markers, such as CD44, CD62L, Ly6C, CD103, CD122 (IL-2Rβ chain), or CXCR3. These adhesion molecules, cytokine or chemokine receptors define their functional properties and trafficking. Importantly, acquisition of these phenotypic markers can also occur in Ag-inexperienced cells^7–9^. It has long been known that naïve CD8^+^ T cells in a lymphopenic environment undergo conversion to memory-like phenotype CD8^+^ T cells independently of foreign Ag exposure and in response to homeostatic cytokines. Similar processes also occur under physiological conditions in immunocompetent hosts. In particular, naïve CD8SP αβ T cells that have undergone normal thymic selection can acquire a memory phenotype before leaving the thymus. This unique population was initially discovered in ITK-deficient mice^10,11^. Expansion of CD44^hi^CD122^hi^ CD8SP thymocytes was also observed in other strains, such as KLF2-deficient, CBP-deficient, or ID3-deficient mice^8^. Since they share functional and phenotypic features with innate T cells, such as invariant NKT or γδ T cells, they were referred to as innate memory CD8^+^ T cells (T_IM_ cells)^8^. It has been demonstrated that the expansion of T_IM_ cells is the result of IL-4 overproduction by PLZF^+^ NKT or γδ T cells^12^. Of note, T_IM_ cells represent a significant proportion of CD8SP thymocytes in wild-type (WT) Balb/c mice as thymic PLZF^+^ NKT cells producing IL-4 are physiologically abundant in this strain^13^.

When compared to naïve cells, T_IM_ cells display an increased capacity to control chronic LCMV infection through the rapid production of cytokines^14^. Similar conclusions were reached for virtual memory (T_VM_) CD8^+^ T cells that physiologically arise in the periphery under the influence of homeostatic signals^9^. Furthermore, the IL-4-driven expansion of T_VM_ cells upon injection of the Schistosoma egg antigen provides a significant protection against acute MuHV4 infection^15^. T_VM_ cells were also shown to surpass naïve T cells in their capacity to produce cytokines and protect against *L. monocytogenes* both in Ag-specific and bystander fashions^16,17^. However, when compared to true conventional memory (T_M_) cells, both T_IM_ and T_VM_ cells display reduced functional features^14,16,18^.

Conversion of naïve CD8SP thymocytes into T_IM_ cells indicates that acquisition of memory traits and T-cell receptor (TCR) triggering can be uncoupled. T_IM_ cells express high levels of the T-box transcription factor Eomesodermin (EOMES) and its loss impedes their development^19,20^. However, little is known about its specific role. Herein, we explore the molecular processes that accompany unconventional memory formation. Epigenomic profiling of naïve and T_IM_ CD8SP thymocytes reveals global modifications of the enhancer landscape that only partially recapitulate what happens in T_M_ cells. We provide evidence that EOMES contributes to this epigenetic programming, in part through the recruitment of the SWI/SNF machinery.

## Results

### Transcriptional features of T_IM_ cells

T_IM_ cells in ITK-deficient or KLF2-deficient mice were initially defined as CD44^+^CD122^+^EOMES^hi^ CD8SP cells^10–12^. In order to further define the phenotypic status of T_IM_ cells in WT Balb/c mice, we first looked at the expression of cell markers in EOMES^lo^ or EOMES^hi^ CD3^+^CD8SP thymocytes (Fig. 1a). Besides higher CD122 levels, EOMES^hi^ CD3^+^CD8SP thymocytes also expressed higher levels of CXCR3 and central memory cell markers (CD62L, Ly6C). T-BET expression was also slightly increased. In contrast, they expressed reduced levels of CD24, a feature of more mature CD8SP cells. Spanning-tree progression analyses of density-normalized events (SPADE)^21^ centered on CD3^+^CD8SP thymocytes revealed cell clusters sharing similar phenotypes (Fig. 1b, Supplementary Fig. 1). T_IM_ cells were distributed among subsets mainly defined by CD103, Ly6C, and CD62L expression. Cell heterogeneity within EOMES^lo^ cells showed more complex bimodal expression patterns: subsets were mainly defined by CD62L, CD49d, and CD103 expression. Several clusters (EOMES^int^CD24^int^ cells) were identified as cells that are likely to be in the active process of transitioning from EOMES^lo^ to T_IM_ cells. In order to identify the dependency of these cell subsets on IL-4/STAT6 and Type I IFNs/ISGF3 pathways shown to be required for their development^22^, we compared the cell frequencies of these cell subsets between WT, *Stat6*-deficient, *Il4*-deficient, and *Irf9*-deficient Balb/c mice (Fig. 1c). Loss of *Stat6* or *Il4* expression both resulted in the complete absence of T_IM_ cells, while *Irf9*-deficient Balb/c mice retained the presence of Ly6C^lo^ T_IM_ cells. Together, these results suggest that EOMES^hi^ T_IM_ cells arise from EOMES^lo^CD3^+^CD8SP thymocytes under the influence of IL-4 and type I IFNs in a stepwise manner, acquiring during this process a pattern of memory cell markers reminiscent of central memory cells.

**Fig. 1:**
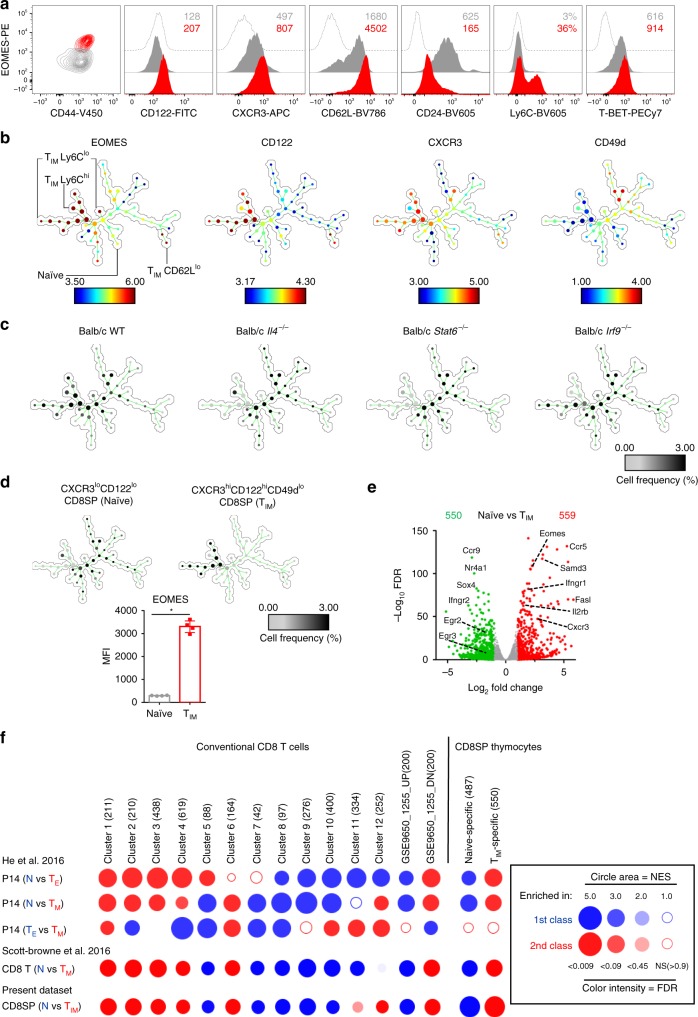
T_IM_ cells display classical features of conventional memory cells. **a** Flow cytometry of CD3^+^CD8SP thymocytes from wild-type (WT) Balb/c mice. Histograms represent the expression of the indicated protein in EOMES^hi^ (red) and EOMES^lo^ (gray) cells or the fluorescence minus one (FMO) controls (empty). Median fluorescence intensity (MFI) or the proportion of positive cells are displayed. **b** SPADE of flow cytometry data gated on CD3^+^CD8SP thymocytes from WT Balb/c mice. Circles represent cell nodes, colors indicate expression levels for the indicated marker and size is related to the number of cells within a node. Annotations indicate the identified innate memory (T_IM_) subsets and the bulk of naïve cells. Trees displaying expression levels of other markers are shown in Supplementary Fig. 1. **c** SPADE trees showing cell frequency of CD3^+^CD8SP thymocytes from the indicated strain (**b**, **c**, 4 WT Balb/c mice were used for tree construction. In **c**, one representative mouse out of four is shown for each group). **d** SPADE trees showing cell frequency in each node for naïve and T_IM_ cells sorted from WT Balb/c mice (gating, Supplementary Fig. 2). EOMES expression (horizontal bars indicate median ± interquartile range) in sorted naïve and T_IM_ cells are shown. Each point represents an individual sample. Statistics were calculated using Mann–Whitney test. *P < 0.05. **e** Volcano plot of RNA-seq data from naïve versus T_IM_ cells shows the adjusted *P*-value (–log_10_) versus fold change (log_2_) (up in T_IM_, red; up in naïve, green). The numbers of differentially expressed genes are indicated. RNA-seq was performed in triplicates (each sample was generated from a pool of at least seven mice). **f** BubbleGUM gene set enrichment analysis (GSEA) map of datasets from naïve (N), conventional effector (T_E_), and memory (T_M_) cells or from naïve and T_IM_ CD8SP thymocytes. Gene sets (with the indicated number of genes) were established by analysis of their expression patterns between N, T_E_, and T_M_, from available gene sets or from naïve and T_IM_-specific genes as defined in **e**. The panel summarizes the normalized enrichment score (NES) and false discovery rate (FDR) parameters

In order to gain further insight into the biology of these cells and the role of EOMES in their developmental program, we sorted CD44^hi^CD122^hi^CXCR3^hi^CD49d^−^ (STAT6-dependent EOMES^hi^ T_IM_) and CD44^lo^CD122^−^CXCR3^−^ (naïve) CD8SP thymocytes (Fig. 1d, Supplementary Fig. 2). We performed global transcriptional profiling and identified statistically downregulated or upregulated genes between these two populations (Fig. 1e, Supplementary Data 1). Consistent with their innate memory phenotype, we identified cytokine/chemokine receptors, chemokines or effector molecules among genes that were upregulated in T_IM_ cells. Conversely, expression of *Ccr9, Ccr4, Ifngr2*, and *Fas* was downregulated in T_IM_ cells. In addition to *Eomes*, other genes encoding transcription factors including *Stat4, Tbx21, Mef2a*, and *Pou6f1*, were upregulated in T_IM_ cells. Differentiation into T_IM_ cells was also accompanied by a decreased expression of genes encoding *Sox4, Ikzf2, Egr2, Egr3, Id2, Nr4a1, or Bcl6*. These results suggest that an important transcriptional reprogramming accompanies the acquisition of a memory phenotype by CD8SP thymocytes. To define the relationship between T_IM_ cells, conventional effector (T_E_), and central memory (T_CM_) CD8^+^ T cells, we performed gene set enrichment analysis (GSEA) of 12 gene clusters that were established based on their expression patterns between naïve (N), T_E_ (KLRG1^hi^IL7R^lo^, day 8), and T_CM_ (CD62L^+^, >day 60) P14 transgenic T cells in the context of lymphocytic choriomeningitis virus (LCMV) infection (Fig. 1f)^3^. As additional comparators, we used gene sets from another source (naïve vs. memory [T_M_] CD8^+^ T cells^23^). We first tested these clusters in an independent dataset from LCMV-infected mice^4^. These clusters were enriched in naïve vs. endogenous gp33-specific T_M_ cells with a pattern very similar to P14 T_CM_ cells. We observed that these clusters of genes also behaved in a similar fashion in terms of hierarchy when our datasets from naïve and T_IM_ CD8SP cells were compared using the same approach, i.e. T_CM_ signature genes were strongly enriched in T_IM_ cells irrespective of their behavior during the effector phase. All genes in clusters 5 and 7–10 were downregulated in T_CM_ or T_M_ cells compared to naïve CD8^+^ T cells. These expression clusters were also significantly enriched in naïve CD8SP cells when compared to T_IM_ cells. Taken together, these data indicate that there is a strong degree of convergence at the transcriptomic level during conventional and unconventional memory formation. They suggest that part of the underlying molecular processes could be shared.

### The epigenetic landscape of T_IM_ cells

Next, we mapped genome-wide promoters and enhancers using H3K4me3 and H3K4me1 profiles in naïve CD8SP and T_IM_ cells. Among the 9814 active promoter elements, 1193 were found to be specific to T_IM_ cells. Conversely, very few (89) were found to be specific to naïve CD8SP thymocytes (Fig. 2a). A high proportion of enhancers (8255/20103) was found to be specific to T_IM_ cells, suggesting that an important epigenetic reprogramming occurs in these cells (Fig. 2a). We then assessed H3K27ac levels in these regions as a surrogate for their activity^24^. We called 9659 and 13965 individual regions in promoter and enhancer regions, respectively, and quantified their read intensity. Using this approach, we identified 37 and 180 differentially active regions within promoters of naïve or T_IM_ cells, respectively (Fig. 2b, Supplementary Data 2). Globally, H3K27ac levels in promoters of T_IM_ signature genes, such as *Il2rb*, *Ifng*, or *Eomes* were found to be strongly increased in T_IM_ cells (Fig. 2c, d, Supplementary Fig. 3). Conversely, H3K27ac deposition in promoters of downregulated (naïve signature) genes, such as *Ccr9* or *Ifngr2* tended to decrease in T_IM_ cells (Fig. 2c, d). Nevertheless, the most important modifications that occur during the shift between naïve and T_IM_ cells were observed in enhancer regions. Indeed, we identified 956 and 1040 differentially active regions within enhancers of naïve or T_IM_ cells, respectively (Fig. 2b, Supplementary Data 2). In parallel, we assessed chromatin accessibility by performing Assay of Transposase-Accessible Chromatin with high throughput sequencing (ATAC-seq). We confirmed that major changes occur in enhancer regions, where we identified 1426 Differentially Open Regions (DOR) in T_IM_ cells, compared to 490 DOR around promoters (Fig. 2e, Supplementary Data 3). We combined H3K27ac data with ATAC-seq profiles to restrict the analysis of transcription factors’ binding motifs to accessible sites within these enhancers (Fig. 2f). We observed a strong and significant enrichment for T-box motifs, consistent with the potential role of EOMES in driving T_IM_ cell development.

**Fig. 2:**
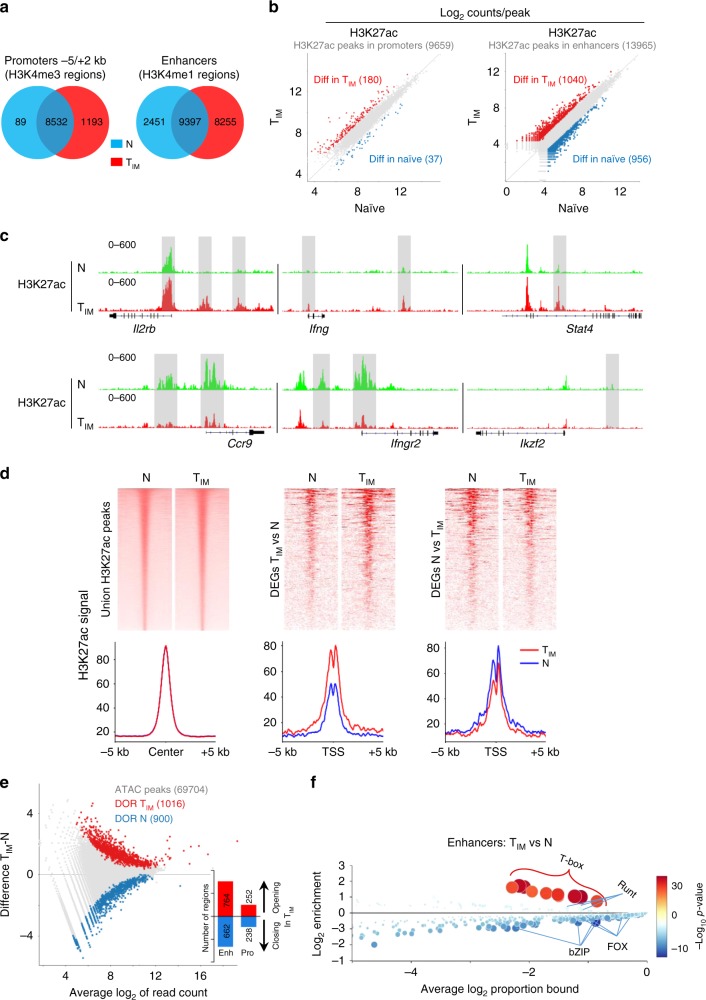
Epigenetic landscape of T_IM_ cells. **a** Venn diagram illustrating the intersection of promoter (left) and enhancer (right) regions in naïve (N) and innate memory (T_IM_ CD8SP cells). **b** Scatter plots presenting counts of reads per H3K27ac peaks at promoters (left) and enhancers (right) with the indicated number of regions in naïve and T_IM_ samples. Differentially active regions in T_IM_ or naïve cells are shown in red and blue, respectively. **c** Representative tracks of differentially active H3K27ac peaks on IGV genome browser (highlighted in grey). **d** H3K27ac read densities on the union of all peaks (left) or centered on the TSS (±5 kb) of differentially expressed genes (DEG) in T_IM_ (middle) and naïve cells (right). Each heatmap is accompanied by a plot showing the normalized cumulative coverage around the centre of the regions. **e** MA plot of mean log_2_ ATAC-seq peak atlas showing the differentially open regions (DOR) of T_IM_ (red) and naïve cells (blue) with the indicated number of regions. Histograms indicate the distribution and numbers of DOR at promoters and enhancers. **f** CiiiDER analysis of putative transcription factors motifs in enhancer-bound DOR. Transcription factors are coloured according to the *P*-value of their gene coverage and whether they are over- (red) or under- (blue) represented in T_IM_ cells. The size of each point is also proportional to log_10_ *P*-value. ChIP-seq was performed on three independent IPs (*n* = 5 mice per sample). ATAC-seq was performed on 1–3 independent samples (*n* = 2 mice per sample) from each group

Our transcriptomic data indicated that T_IM_ cells share common features with T_M_ cells. In order to determine whether this is also the case at the epigenetic level, we analyzed H3K27ac ChIP-seq data from naïve/T_CM_ P14 cells (LCMV model) and naïve/T_M_ OT1 cells (Listeria-OVA model)^3,5^. For both models, we performed differential analysis for H3K27Ac peaks that were located in enhancer regions to define consensus sets of enhancers that are more (1105 regions) or less (1241 regions) active in T_M_ cells compared to their naïve counterparts. We then combined these regions with the sets of enhancers that we previously identified in naïve and T_IM_ cells (total of 1996 regions) and looked for common or divergent behaviors in T_M_ vs. T_IM_ cells (Fig. 3a, Supplementary Data 4). For regions that are more active in either T_M_ or T_IM_ cells compared to all their naïve counterparts, 55% were only active in T_M_ cells (cluster 1), 34% were common to T_M_ and T_IM_ (cluster 2), and only 11% were specific to T_IM_ cells (cluster 3). We observed similar trends for regions that were less active in memory subsets: 57% were less active in T_M_ cells only (cluster 4), 36% were common to T_M_ and T_IM_ (cluster 5), and 7% were specific to T_IM_ cells (cluster 6). These results suggest that a major part of the epigenetic reprogramming observed in T_IM_ cells is also encountered in T_M_ cells (i.e. 75% of enhancer regions that are more active and 84% of enhancer regions that are less active in T_IM_ compared to naïve CD8SP thymocytes follow the same differential pattern between T_M_ and their naïve counterparts). However, a large proportion of the events that take place in T_M_ cells (clusters 1 and 4) does not occur during T_IM_ formation. We evaluated the expression of genes associated with these six clusters of enhancers in T_M_ and T_IM_ cells. As shown in Fig. 3b, genes associated with clusters 1–3 and 4–6 were globally upregulated and downregulated in memory cells as compared to their naïve counterparts. Importantly, genes associated with T_M_-specific cluster 1 were significantly more upregulated in T_M_ than in T_IM_ cells. The reverse was true for T_IM_-specific cluster 3, indicating that differences in enhancer landscapes between T_M_ and T_IM_ cells influence the transcriptional activities of associated genes. A gene-ontology analysis^25^ showed a specific enrichment for enhancers of genes encoding components of signal transduction and apoptosis pathways in cluster 1, and of IFNγ, IL-12 and cytotoxic pathways in cluster 2 (Fig. 3c). We also identified different pathways associated with enhancers in clusters 4 and 5, such as T cell differentiation and metabolic processes, respectively. This analysis did not reveal biologically relevant pathways for the limited numbers of genes associated with T_IM_-specific clusters 3 and 6. These observations suggest important functional differences between the enhancers that are specific to T_M_ cells and those that are shared with T_IM_ cells.

**Fig. 3:**
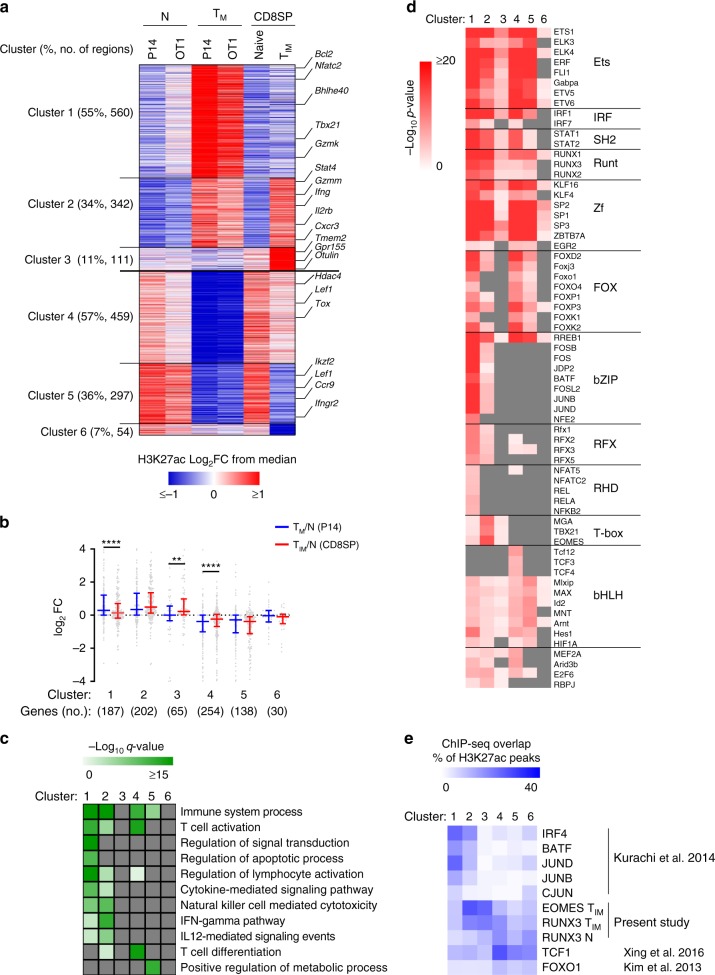
Active enhancers shared by T_IM_ and T_M_ cells are enriched with T-box motifs. **a** Clustering of H3K27ac peaks within enhancers based on their activity in conventional memory cells (naïve/T_CM_ P14 cells-LCMV infection and naïve/T_M_ OT1 cells-Listeria-OVA infection) and in innate memory CD8SP thymocytes (naïve/T_IM_). Enhancers in clusters 1–3 and 4–6 are more or less active in memory cells, respectively. Their relative frequency and the number of regions are shown in the left margin. Selected genes associated with each cluster are displayed in the right margin. Values are represented as Log_2_ fold-change obtained from median of each single region. **b** Relative expressions of cluster-associated genes between conventional memory (T_M_/N) and innate memory CD8SP thymocytes (T_IM_/N). Horizontal lines indicate median ± interquartile range. **c** Selected Gene Ontology pathways enriched in genes associated with clusters 1, 2, 4, and 5 shown in **a** using GREAT with default parameters and presented as −log_10_ of binomial FDR *q*-value. **d** Motif enrichment analysis of differentially active enhancers clusters shown in **a** at the centre of overlapping ATAC-seq peaks using AME and presented as −log_10_ of *P-*values. Transcription factors families are shown in the right margin. **e** Percentage of regions within each enhancer cluster that overlap with ChIP-seq peaks for the indicated transcription factor. ChIP-seq was performed on three independent immunoprecipitations (*n* = 5 mice per sample). Source data are provided as a Source Data file. Statistics for **b** were calculated using Wilcoxon matched-pairs signed rank test. **P < 0.01, ****P < 0.0001. Source Data file

To narrow our search for binding motifs, we focused our analysis on the centre of ATAC peaks located in these sets of enhancer regions (Fig. 3d). Runx motifs were found preferentially in enhancers that are more active in memory subsets. We observed striking differences between clusters 1 and 2: T_M_-specific enhancers (cluster 1) were strongly enriched with motifs for bZIP-, Xbox, and RHD-containing proteins while cluster 2 (common to T_M_ and T_IM_) contained T-box motifs. The smaller set of T_IM_-specific enhancers (cluster 3) also harboured T-box motifs. A substantial fraction of ChIP-seq peaks identified for IRF4, BATF, JUNB, JUND, and CJUN in effector CD8^+^ T cells^26^ overlapped cluster 1 regions (Fig. 3d). This is consistent with the fact that activation of BATF/IRF4, AP-1, NF-AT, or NF-κB complexes occurs upon antigenic stimulation. In contrast, EOMES and RUNX3 peaks in T_IM_ cells (see next section) overlapped to a greater extent with clusters 2 and 3 regions (Fig. 3e). There were also some notable differences in the enrichment for Fox and bHLH motifs in clusters 4 and 5. This is correlated with a more important overlap of TCF1 and FOXO1 peaks with cluster 4 than with cluster 5 regions. Globally, these analyses highlight distinct epigenetic programs during conventional and unconventional memory CD8^+^ T cell formation. They reveal that although T_IM_ cells acquire classical features of memory cells at the phenotypic and transcriptomic levels, they are only partially programmed toward memory fate at the epigenetic level.

### EOMES is recruited to RUNX3-bound regions in T_IM_ cells

Our results strongly suggest that EOMES contributes to epigenetic reprogramming in T_IM_ cells, and that similar processes occur during conventional memory formation. In order to understand the underlying mechanisms, we first explored the interactome of EOMES. For this purpose, we performed RIME (Rapid Immunoprecipitation mass spectrometry of endogenous protein) experiments in activated primary CD8^+^ T cells. We identified several potentially relevant partners of EOMES (Fig. 4a). These include transcription factors (RUNX3, IKZF1, IKZF3), chromatin remodeling complexes (members of the SWI/SNF machinery) and co-repressors.

**Fig. 4:**
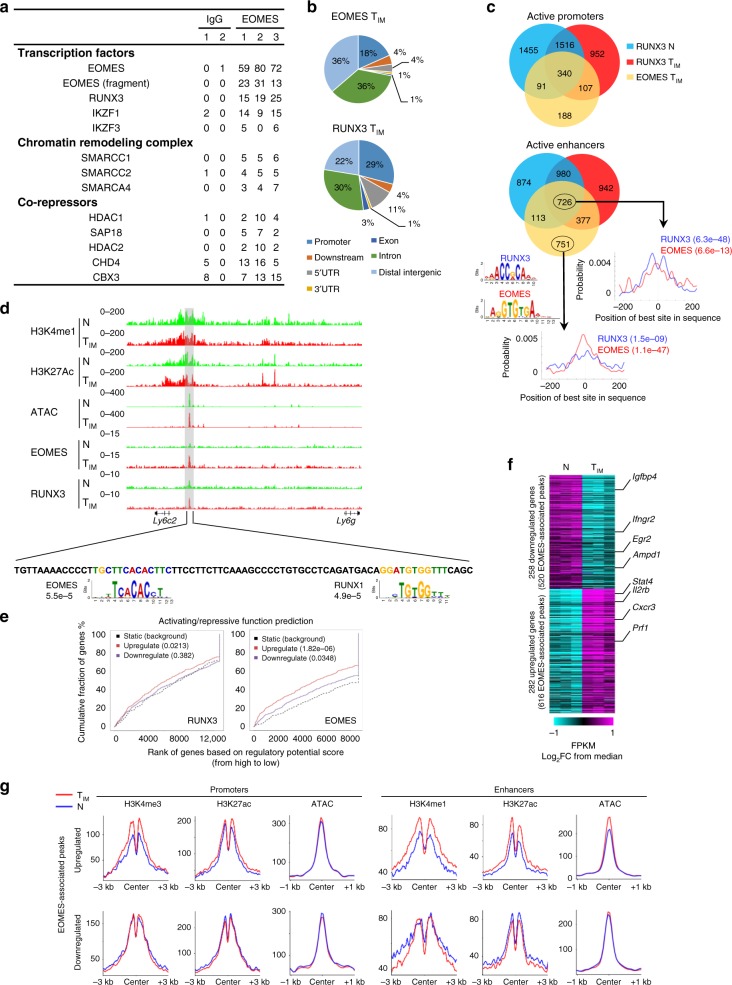
EOMES and RUNX3 interact within chromatin-associated complexes. **a** Selected EOMES-interacting proteins identified by RIME in activated CD8^+^ T cells. Total spectral counts for each replicate (anti-EOMES or control IgG) are shown. **b** Genomic distribution of EOMES (4306) and RUNX3 (6741)-binding sites in innate memory (T_IM_) cells. **c** Venn diagram illustrating the intersection between EOMES (in T_IM_) and RUNX3 (in naïve [N] and T_IM_ cells) peaks at active promoters and enhancers. Density plots centered on common EOMES/RUNX3 or EOMES-specific peaks (±250 bp) represent the distribution of the best predicted sites of the JASPAR RUNX3 (MA0684.1) and EOMES (MA0800.1) motifs. **d** Representative EOMES, RUNX3, H3K4me1, H3K27Ac ChIP-seq, and ATAC-seq tracks at the *Ly6c2* locus showing the co-localisation of EOMES and RUNX3 highlighted in grey (top). Sequence of the highlighted region and the location of EOMES and RUNX motifs with their position *P*-value are indicated (down). **e** Cumulative distribution plot generated by BETA algorithm showing the predicted activating/repressive functions of RUNX3 and EOMES with the indicated *P*-values determined by the Kolmogorov–Smirnov test. **f** Heatmap showing expression of genes from **e** that are predicted to be targets of EOMES. Selected genes are shown in the right margin. **g** Normalized coverage plot of histones modifications (H3K4me1, H3K4me3, and H3K27ac) and chromatin accessibility (ATAC-seq) centered on EOMES-binding sites at promoters and enhancers annotated to predicted genes from **e**. ChIP-seq was performed on three independent IPs (*n* = 7 mice per sample)

As Runt motifs were enriched in enhancer regions that were more active in T_IM_ cells (Fig. 2f), we focused on the potential interaction between EOMES and RUNX3. For this purpose, we performed ChIP-seq experiments against EOMES and RUNX3 in naïve and T_IM_ CD8SP cells to determine their genomic targets. A few EOMES peaks (265) were identified in naïve CD8SP thymocytes. In contrast, we detected 4306 regions bound by EOMES in T_IM_ cells. For RUNX3, we identified 6345 and 6741 peaks in naïve and T_IM_ cells, respectively. Although RUNX3 was expressed at comparable levels in naïve and T_IM_ CD8SP thymocytes, we also observed an important proportion of cell stage-specific genomic targets, 2329 and 1894 in naïve and T_IM_ cells, respectively. The proportion of RUNX3 peaks that overlap with promoters or 5′UTR (40%) was more important than for EOMES (22%). The majority of EOMES targets in T_IM_ cells were found in distal intergenic regions and introns (Fig. 4b). Indeed, we identified 726 and 1967 EOMES peaks within active promoter and enhancer regions, respectively. Up to 65% of these EOMES peaks overlapped with RUNX3 peaks obtained from naïve and/or T_IM_ cells (Fig. 4c). Within regions that were common for EOMES and RUNX3, binding sites for these two transcription factors were enriched near the centre of the region and identified in close proximity, but did not generally overlap, as shown for an enhancer region in the vicinity of the *Ly6c2* gene (Fig. 4d). Importantly, for almost 43% of EOMES-bound regions, we identified RUNX3 peaks in naïve CD8SP thymocytes, supporting the notion that EOMES is preferentially recruited to regions that were associated beforehand with RUNX3. Along with our proteomic data, these results indicate that EOMES and RUNX3 closely interact within chromatin-associated complexes.

We infered genes that are directly activated or repressed by EOMES^27^ (Fig. 4e). In comparison to downregulated targets, genes that were upregulated in T_IM_ cells had a more significant enrichment for EOMES-binding sites. Of note, we also observed a significant regulatory potential for RUNX3 on T_IM_-specific genes. Using this approach, we identified 540 genes that were potentially directly modulated by EOMES (Fig. 4f). Among the upregulated genes, we found known EOMES targets such as *Il2rb* or *Prf1*^28,29^. EOMES-binding sites were located both in promoter (299 sites) and enhancer (677 sites) regions. In enhancers and to a lesser extent in promoter regions of upregulated genes, we observed an increase in histone marks and ATAC signals around EOMES-binding sites in T_IM_ cells compared to their naïve counterparts (Fig. 4g). In contrast, in regulatory regions associated with downregulated EOMES target genes, the same parameters were not modulated except for a minor decrease in H3K27ac levels around EOMES peaks in enhancer regions. These data indicate that binding of EOMES in T_IM_ cells is associated with a local chromatin remodeling of regulatory elements that supports transcriptional activity.

### EOMES overexpression partially recapitulates the T_IM_ program

These analyses strongly support the role of EOMES in driving the epigenetic reprogramming that underlies the differentiation of CD8SP thymocytes toward a memory phenotype. In order to formally assess the direct role of EOMES in these processes, we developed a transgenic mouse line that overexpresses this transcription factor in developing thymocytes under the control of hCD2 regulatory elements^30^. These mice were backcrossed on C57Bl/6 background as T_IM_ cells represent a minor population in the thymus of this strain. EOMES levels were uniformly upregulated in DN, DP, CD4SP, and CD8SP thymocytes (Fig. 5a). Apart from higher CD8SP/CD4SP and DN/DP ratios, we did not observe major perturbations of T cell development in these *Eomes*^*Tg*^ mice. We then assessed the phenotype and activation status of CD3^+^CD8SP thymocytes from these mice under steady-state conditions. We also displayed EOMES^lo^ and EOMES^hi^ CD3^+^CD8SP thymocytes from Balb/c mice as references (Fig. 5b). We observed an upregulation of memory markers (CD44, CXCR3, Ly6C, CD27, BCL2), cytokine receptors (CD122, CD124) and T-BET, as well as a downregulation of cell-adhesion molecules (CD24, CD49d), resident memory cell marker (CD103), components of the TCR complex (TCRβ chain, CD3ε), and the transcription factor EGR2. Unsupervised analysis of these data showed that CD3^+^CD8SP thymocytes from WT and *Eomes*^*Tg*^ mice phenotypically resembled naïve and T_IM_ cells, respectively. Notably, ectopic expression of EOMES in CD4SP thymocytes did not induce CD44, Ly6C, or CD124 expression, suggesting that these effects are dependent on the cellular context (Supplementary Fig. 4). Functionally, the capacity of CD3^+^CD8SP thymocytes from *Eomes*^*Tg*^ mice to produce IFNγ in response to phorbol-myristate-acetate and ionomycin (P/I) as well as IL-12+IL-18 stimulations was significantly increased (Fig. 5c). They also showed a heightened responsiveness to IL-4 ex vivo stimulation despite similar pSTAT6 levels (Supplementary Fig. 5).

**Fig. 5:**
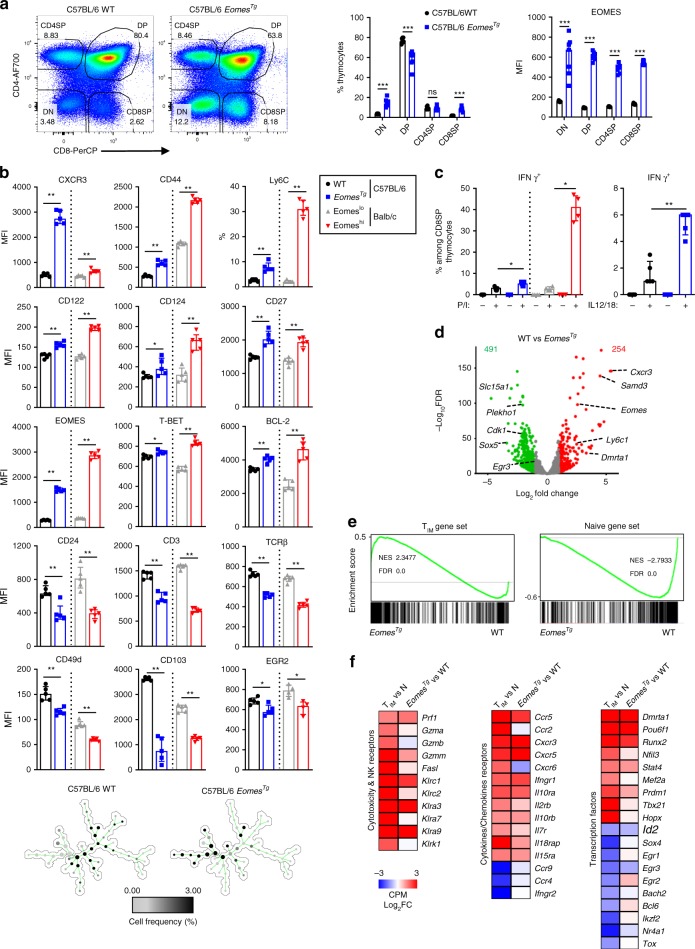
EOMES expression is sufficient to drive T_IM_ transcriptional program. **a** Representative flow cytometry plots of total thymocytes from WT and *Eomes*^*Tg*^ mice showing DN, DP, CD4SP, and CD8SP proportions. Histograms indicate the frequency of each population and their EOMES expression (MFI). **b** Expression of the indicated markers in WT and *Eomes*^*Tg*^ CD3^+^CD8SP thymocytes and in EOMES^lo^ and EOMES^hi^ CD3^+^CD8SP thymocytes from Balb/c mice, shown as a reference. SPADE trees indicate cell frequency of CD3^+^CD8SP thymocytes from WT and *Eomes*^*Tg*^ mice using the tree constructed from WT Balb/c CD3^+^CD8SP thymocytes as shown in Fig. 1. **c** IFNγ expression measured by flow cytometry in CD3^+^CD8SP thymocytes from WT and *Eomes*^*Tg*^ mice cultured with IL-12+IL-18 for 16 h or with phorbol-myristate-acetate and ionomycin (P/I) for 4 h. For P/I, EOMES^lo^ and EOMES^hi^ CD3^+^CD8SP thymocytes from Balb/c mice are shown. **d** Volcano plot of RNA-seq data of CD3^+^CD8SP thymocytes from WT versus *Eomes*^*Tg*^ mice show the adjusted *P*-value versus fold-change (up in *Eomes*^*Tg*^, red; up in WT, green). The numbers of differentially expressed genes are indicated. **e** GSEA plots of innate memory (T_IM_)-specific (left) or naïve (N)-specific (right) gene sets in CD3^+^CD8SP thymocytes from *Eomes*^*Tg*^ mice. NES normalized enrichment score. **f** Expression heatmaps of RNA-seq data comparing mean fold-change (FC) of T_IM_ and *Eomes*^*Tg*^ CD3^+^CD8SP thymocytes in comparison to their respective naïve and WT controls, respectively. CPM counts per million. In **a**–**c** horizontal bars indicate median ± interquartile range and are representative of more than three experiments. Each point represents an individual mouse. Statistics were calculated using Mann–Whitney test. ns not significant, *P < 0.05; **P < 0.01; and ***P < 0.001

Next, we performed RNA-seq analysis of CD8SP thymocytes from *Eomes*^*Tg*^ and C57BL/6 control mice (sorting strategy, Supplementary Fig. 6). 

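The mRNA of sorted CD8SP thymocytes was sequenced as paired ends in 3 libraries from WT C57BL/6 mice and 3 from *Eomes* Tg mice, which carry a mouse *Eomes* cDNA under hCD2 regulatory elements. For 52636 Ensembl genes the authors give CP20M values, which are counts rescaled to a library total of 20000000, written as whole numbers. The low values of every library advance in the steps that whole reads times 1 factor per library give when rounded up, so that library totals lie slightly above the target. The values were therefore treated as normalized scores. From these steps, an estimated 13353129 to 14387394 reads fell on genes in the WT libraries and 13997582 to 15860806 in the *Eomes* Tg libraries, with a median of 14126249 over the 6 libraries. A value of 3 reads, taken as the floor of detection, equals 5 CP20M, or 4 CP20M in *Eomes* Tg replicate 3, and covers counting error only. The paper's methods describe the aligner (Tophat, mouse genome mm10) and the counting tool (featureCounts) for the single-end libraries of naïve and T_IM_ cells, and its text does not name those of the paired-end libraries. The authors tested differential expression with edgeR at an FDR under 0.05 and an absolute log2-ratio over 1, after removing genes with less than 1 CPM. Here log2(CP20M + 5) was compared between the genotypes with limma, whose moderated test used a trend of variance with expression. The test covered the 12897 genes with a mean of at least 20 CP20M, which equals 1 CPM, and adjusted p-values by the Benjamini-Hochberg method over these genes. A gene was called upregulated or downregulated when its adjusted p-value was under 0.05 and its absolute log2 fold change over 1. An exact permutation test on a single gene cannot go below p = 0.1 with 3 libraries against 3. The labels give no batch apart from the genotype. The transgene was used to check the labels. *Eomes* (ENSMUSG00000032446), at 118478212 to 118486132 on chromosome 9 of GRCm38, had 484 ± 28.1 CP20M (SD, n = 3) in WT libraries and 2952 ± 580.2 CP20M (SD, n = 3) in *Eomes* Tg libraries, where reads from the cDNA and from the endogenous gene are counted together. Its log2 fold change of 2.58 (standard error 0.12, adjusted p = 6.87e-07 from limma) moved most, to 2.43, without *Eomes* Tg replicate 3.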

We identified 254 upregulated and 491 downregulated genes upon ectopic expression of EOMES (Fig. 5d, Supplementary Data 1). 

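With these thresholds, 809 genes were differentially expressed in *Eomes* Tg CD8SP thymocytes, of which 250 were upregulated and the others, 69.1% of the total, downregulated. Without the fold-change threshold, 1635 genes were higher and 2654 lower with an adjusted p-value under 0.05. The values of the 3 *Eomes* Tg libraries all lay beyond those of the 3 WT libraries for 246 of the upregulated and for all of the downregulated genes, a separation that choosing genes by these thresholds favours. The median residual SD between replicates was 0.12 on the log2 scale. The median log2 fold change of all tested genes was -0.05. Among alternatives that kept both thresholds, a minimum mean of 100 CP20M moved the counts most, to 162 upregulated and 320 downregulated genes among 10441 tested. Of the 254 genes that the paper lists as higher in *Eomes* Tg cells in Supplementary Data 1, 235 were found by name among the tested genes and 227 of these were upregulated here. In 10 upregulated and 3 downregulated genes, the libraries of the lower group were all at or under the floor, so that only a lower bound can be given for their fold change. With the pseudocount of 5, the highest fitted log2 fold change of a gene above the floor in both groups was that of AC153495.1 (ENSMUSG00000112230), a long intergenic RNA at 118502035 to 118556525 on chromosome 10, with 11.0 ± 2.00 CP20M in WT and 793 ± 108 CP20M in *Eomes* Tg libraries (SD, n = 3 each), a log2 fold change of 5.64 (adjusted p = 5.61e-08 from limma). *Cxcr3* (ENSMUSG00000050232), at 101731535 to 101734269 on chromosome X, followed with 168 ± 28.1 and 7703 ± 247 CP20M (SD, n = 3 each) and a log2 fold change of 5.49 (standard error 0.11, adjusted p = 5.31e-09 from limma). *Serpina3f*, a member of a family of paralogs, was at least 60.1-fold higher, so that its place in this order is open. *Hspa1a* had a log2 fold change of 5.14, but its WT libraries had 51, 399 and 64 CP20M, and reads may be shared with its paralog *Hspa1b* and with *Gm20481*, which overlaps it on the opposite strand and had a log2 fold change of 5.04. Among the other genes that Fig. 5d labels, the log2 fold change was 4.62 for *Samd3* and 2.59 for *Ly6c1*, whose reads may be shared with other *Ly6* genes. At the lower end, *Col6a2* was at least 50.8-fold lower in *Eomes* Tg libraries. *Slc15a1* (ENSMUSG00000025557), at 121459621 to 121505252 on chromosome 14, went from 489 ± 21.9 to 10.0 ± 1.73 CP20M (SD, n = 3 each), a log2 fold change of -5.05 (adjusted p = 5.78e-08 from limma). *Chn2*, *Clec12a* and *Sox5* had log2 fold changes of -3.75, -3.67 and -3.58, and *Cdk1* and *Plekho1* of -2.20 and -2.14.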

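Among the genes that Supplementary Data 1 lists as higher in T_IM_ than in naïve cells, 368 were tested in the comparison of *Eomes* Tg with WT cells. Their median log2 fold change was 0.22, with 233 genes higher and 135 lower in *Eomes* Tg libraries. As a set they were higher relative to the other tested genes (camera, inter-gene correlation preset to 0.01, p = 4.65e-07). The difference kept a p-value under 0.05 with camera's estimated correlation (p = 0.0366), which was the alternative that weakened it most, and the list gave p = 3.01e-04 with fry, which tests it against no change and not against the other genes. In this list, 79 genes were upregulated and 45 downregulated, and 79 and 47 when p-values were adjusted over the list alone. The list comes from BALB/c cells that are not analysed here. For the genes listed as higher in naïve cells, no test was run and the values are described only. Of these, 412 were above the minimum mean, 325 of them lower and 87 higher in *Eomes* Tg libraries, with a median log2 fold change of -0.49. The median was -0.51, -0.46 and -0.52 when each *Eomes* Tg library was set against the mean of the WT libraries, and moved most, to -0.41, with a pseudocount of 20. Among these genes, 6 were upregulated and 113 downregulated, and 7 and 113 with p-values adjusted over the list alone. Setting genes whose lower group lay at the floor to their lower bound left the median of each gene list unchanged.

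**Figure D1:**
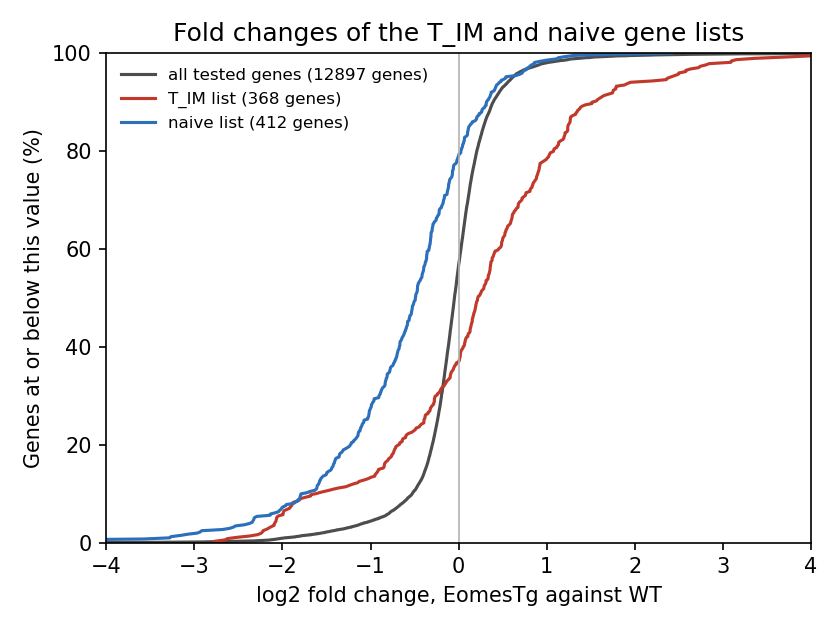
Cumulative distribution of the log2 fold change of *Eomes* Tg against WT CD8SP thymocytes, with the percentage of genes at or below each value on the vertical axis, for all tested genes and for the genes higher in T_IM_ or in naïve cells. The curve of the 412 naïve genes lies to the left of the curve of all genes over most of the range and the curve of the 368 T_IM_ genes to its right.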

Globally, naïve-specific and T_IM_-specific genesets were significantly enriched in WT and *Eomes*^*Tg*^ CD8SP thymocytes, respectively (Fig. 5e). It encompassed genes involved in cytotoxicity, NK, or cytokines/chemokines receptors, and transcription factors. However, several of these signature genes (e.g. *Fas*, *Il18rap*, *GzmB*, *Klra7, Ccr2, Mef2a, Sox4*) were not differentially expressed in *Eomes*^*Tg*^ cells. 

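Fig. 5f shows 32 genes that are higher in T_IM_ than in naïve cells, and 28 of them passed the minimum mean. In *Eomes* Tg libraries 25 of these were higher and 3 lower, with a median log2 fold change of 1.27, 17 were upregulated and 1 was downregulated. The list was higher relative to the other tested genes by camera (p = 1.07e-14), also with an estimated correlation (p = 0.00254). The counts were the same with p-values adjusted over the list alone, which is not independent evidence because the figure was drawn partly from these libraries. *Fasl*, *Klrc2*, *Klra7* and *Prdm1* lay under the minimum mean. Among the cytotoxicity genes, *Prf1* (ENSMUSG00000037202), at 61297833 to 61304680 on chromosome 10, rose from 2008 ± 86.9 to 6141 ± 859 CP20M (SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.09, adjusted p = 1.64e-06 from limma). *Gzmm* had a log2 fold change of 1.25, which fell under the threshold of 1, to 0.98, with a pseudocount of 20. *Gzma* was not called at 1.38 (adjusted p = 0.168), a value that 1 library decided, since WT replicate 2 held 291 CP20M against 22 and 44 in the other WT libraries. Without it, the log2 fold change of *Gzma* was 2.39 (adjusted p = 0.00260), while leaving out another library gave values down to 0.66. The NK receptor genes *Klrc1*, *Klra3* and *Klra9* had log2 fold changes of 2.50, 3.15 and 4.05. They belong to families of paralogs between which reads could have been split, so that the value of a single member is uncertain. *Klrk1* showed no difference, at 0.07 with a 95% confidence interval from -1.10 to 1.25, and changed sign to -0.58 without WT replicate 1. Of the receptor genes, *Cxcr5*, *Il10ra* and *Il15ra* were upregulated with log2 fold changes of 3.37, 1.89 and 1.27. The log2 fold changes of *Ifngr1* and *Il10rb*, upregulated as well, had 95% confidence intervals from 2.03 to 2.37 and from 1.05 to 1.34. *Il2rb* and *Il7r* rose by less than the threshold, at 0.61 and 0.54 (adjusted p = 7.49e-05 and 3.00e-04), and *Cxcr6* was downregulated at -1.28. Of the transcription factor genes, *Pou6f1* was upregulated at 3.09, *Stat4* with a 95% confidence interval from 1.02 to 1.39, and *Dmrta1* was at least 21.3-fold higher. *Nfil3* and *Tbx21* did not differ, at 0.31 and 0.22 (adjusted p = 0.260 and 0.562), and *Tbx21* ranged from 0.03 without *Eomes* Tg replicate 1 to 0.54 without *Eomes* Tg replicate 2 (adjusted p = 0.0573). For the 13 genes that Fig. 5f shows lower in T_IM_ cells, the median log2 fold change was -0.16, with 9 lower and 4 higher. By camera the list did not differ from the other tested genes with the preset (p = 0.234) or an estimated correlation (p = 0.313), while fry, which tests a list against no change and not against the other genes, gave p = 0.00748. *Egr3* was the member called downregulated, at -1.08, also with p-values adjusted over the list alone, and *Id2* lay next to the threshold at -0.96. *Egr2* and *Bcl6* moved the other way, at 0.77 and 0.37 (adjusted p = 0.00422 and 0.0212).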

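Among these 7 genes, *Klra7* had 6.00 ± 3.00 and 7.00 ± 1.73 CP20M (SD, n = 3 each) in WT and *Eomes* Tg libraries and was not tested. Without the minimum mean, its log2 fold change was 0.15 with a 95% confidence interval from -0.45 to 0.75, and reads could have been split with other *Klra* genes. The other 6 genes were tested, and 1 passed both thresholds, among all genes and with p-values adjusted over the list alone. This was *Il18rap* (ENSMUSG00000026068), at 40515362 to 40551705 on chromosome 1, with 55.3 ± 16.9 CP20M in WT and 139 ± 31.6 CP20M in *Eomes* Tg libraries (SD, n = 3 each). Its log2 fold change was 1.26 (95% confidence interval 0.74 to 1.78, adjusted p = 0.00261 from limma) and stayed between 1.08 and 1.48 under 13 alternatives, with an adjusted p-value of at most 0.0157. *Fas* had a log2 fold change of 0.38 (95% confidence interval 0.06 to 0.70, adjusted p = 0.0700 from limma, over a range of alternatives from 0.0315 to 0.207). It was 0.19 without *Eomes* Tg replicate 3 and 0.48 without *Eomes* Tg replicate 1. *Sox4* had a log2 fold change of -0.16 (-0.31 to -0.01, adjusted p = 0.0858 from limma). Over the alternatives *Sox4* ranged from -0.22 to -0.09, with adjusted p-values from 0.00291 to 0.338. For *Mef2a* the log2 fold change was 0.02 (-0.18 to 0.21) and changed sign to -0.02 and -0.08 without WT replicate 2 or *Eomes* Tg replicate 2. For *Ccr2* it was -0.28 (-0.81 to 0.26). *Gzmb* had a log2 fold change of -0.38 with a wide interval, from -1.30 to 0.55, and changed sign to 0.20 without WT replicate 2, the library that was also high for *Gzma*. A change of more than 1 on the log2 scale was outside the interval for *Fas*, *Sox4*, *Mef2a* and *Ccr2*, but not for *Gzmb*.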

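*Runx2* (ENSMUSG00000039153) lies on the minus strand of chromosome 17 from 44495987 to 44814797. It had 63.7 ± 5.86 CP20M in WT and 382 ± 30.0 CP20M in *Eomes* Tg libraries (SD, n = 3 each), a log2 fold change of 2.49 (standard error 0.12, adjusted p = 1.02e-06 from limma). *Runx3* (ENSMUSG00000070691), on the plus strand of chromosome 4 from 135120652 to 135177990, had 3002 ± 111 and 4715 ± 674 CP20M (SD, n = 3 each), a log2 fold change of 0.64 (standard error 0.09, adjusted p = 5.76e-04 from limma). Its 95% confidence interval, from 0.44 to 0.85, lay above 0 and under the fold-change threshold of 1, so that *Runx3* was not called upregulated. The *Eomes* Tg values of each gene were all above its WT values. The libraries of T_IM_ and naïve cells are not analysed here, so that no value is given for these genes in T_IM_ cells.

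**Figure D2:**
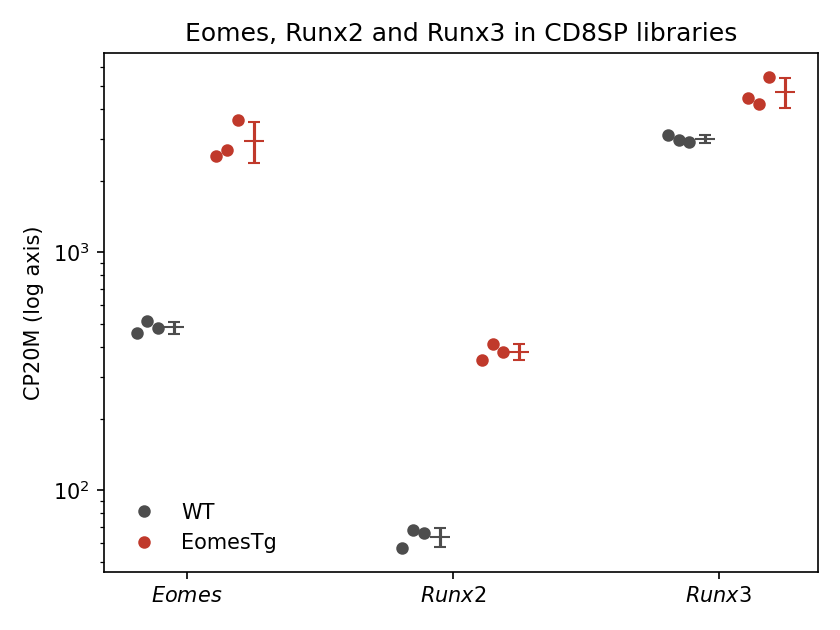
Values of *Eomes*, *Runx2* and *Runx3* in CP20M on a log axis, with 1 point per library of WT and *Eomes* Tg CD8SP thymocytes and a bar for each group's mean. The 3 *Eomes* Tg points lie above the 3 WT points for each gene, with the widest gaps for *Eomes* and *Runx2*.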

Interestingly, *Runx3* and especially *Runx2* expressions were upregulated in *Eomes*^*Tg*^ mice, whereas only *Runx2* was upregulated in T_IM_. These discrepancies could be related to the fact that EOMES expression in *Eomes*^*Tg*^ mice did not reach the levels observed in T_IM_ cells from Balb/c mice (Fig. 5b) as we observed dose-dependent effects of EOMES on the expression of several markers when comparing WT, *Eomes*^*WT/Tg*^, and *Eomes*^*Tg/Tg*^ C57BL/6 mice (Supplementary Fig. 7). Despite these limitations, these data clearly indicate that ectopic EOMES expression in developing CD8SP thymocytes is sufficient to drive most phenotypic, functional, and transcriptional features of T_IM_ cells.

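In a principal component analysis of the 12897 tested genes, the first component held 76.3% of the variance and separated the 3 *Eomes* Tg libraries from the 3 WT libraries. In the lists of Supplementary Data 1, 63.3% of the tested T_IM_ genes were higher and 78.9% of the tested naïve genes lower in *Eomes* Tg libraries. The flow cytometry and cytokine data of Fig. 5a–c and the T_IM_ libraries are not analysed here. From the enrichment of the T_IM_ gene set in *Eomes* Tg cells, together with the surface markers and IFNγ production of these cells, the paper concludes that ectopic EOMES expression is sufficient for most features of T_IM_ cells. It reports that EOMES in *Eomes* Tg mice stayed below its level in T_IM_ cells of Balb/c mice. It offers this as a possible reason for the signature genes that did not follow and for the difference in *Runx3*, and names dose-dependent effects on several markers.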

### EOMES induces epigenetic changes in enhancer regions

In order to define whether the acquisition of this EOMES-dependent transcriptional program was accompanied by epigenetic modifications, we first performed ATAC-seq profiling of WT or *Eomes*^*Tg*^ CD8SP thymocytes. Under the influence of EOMES, 5425 regions were found to be differentially accessible (Fig. 6a, Supplementary Data 3). Regulatory regions that were more accessible were clearly associated with genes that were induced in *Eomes*^*Tg*^ cells (Fig. 6b, Supplementary Data 3). 

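The accessibility libraries are not analysed here, and the RNA values of the genes that Supplementary Data 3 assigns to changed promoters were used instead. The sheet of promoters more accessible in *Eomes* Tg cells has 618 entries for 579 genes, of which 406 were among the tested genes. The median log2 fold change of these genes was 0.09, with 237 higher and 169 lower. Although the median was small, 72 genes were upregulated and 7 downregulated, also with p-values adjusted over the list alone. The list was higher relative to the other tested genes (camera p = 7.73e-07) and stayed so with an estimated correlation (p = 0.00142), and against no change fry gave p = 2.31e-06. The sheets of enhancers that change in accessibility are not used here, so that only promoters are covered.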

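For promoters less accessible in *Eomes* Tg cells, Supplementary Data 3 has 401 entries for 372 genes, of which 113 passed the minimum mean. In *Eomes* Tg libraries 91 of these genes were lower and 22 higher, with a median log2 fold change of -0.54. By camera this list was lower relative to the other tested genes (p = 4.15e-11), as it was with an estimated correlation (p = 0.00501), and against no change fry gave p = 4.44e-06. It held 41 downregulated genes and 1 upregulated gene, with the same counts when p-values were adjusted over the list alone. Most of the 372 genes had too few reads for a test, and the values describe the transcripts of the 113 genes at the promoters, not of genes near distal peaks.

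**Figure D3:**
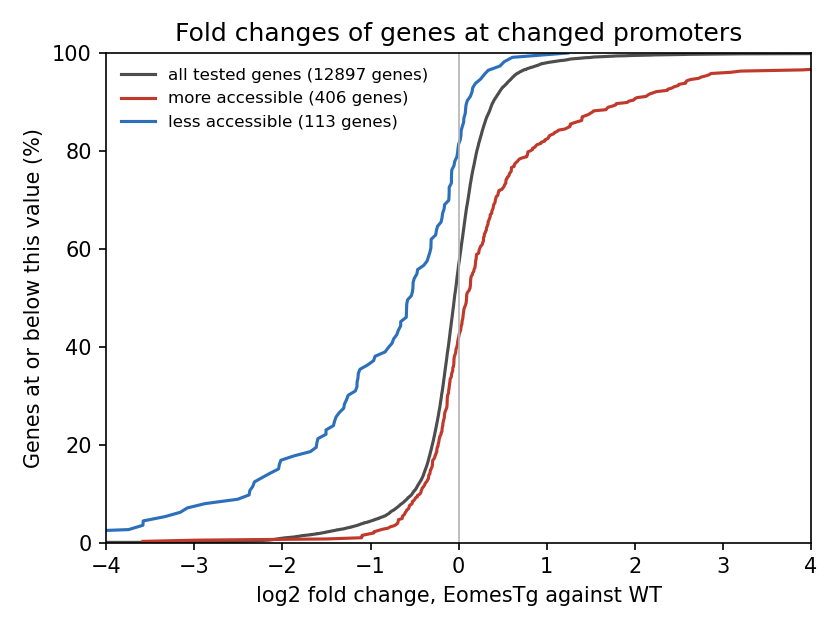
Cumulative distribution of the log2 fold change of *Eomes* Tg against WT CD8SP thymocytes, with the percentage of genes at or below each value on the vertical axis, for all tested genes and for genes at promoters more or less accessible in *Eomes* Tg cells. The curve of the 113 genes at less accessible promoters lies to the left of the curve of all genes.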

In sharp contrast, peaks that were less accessible were not associated with downregulated genes (Fig. 6b), suggesting that distinct mechanisms are at play. In parallel, we observed that EOMES ectopic expression was also associated with the modulation of H3K27ac levels in regulatory regions (Fig. 6c, Supplementary Data 2). This was largely reflected by increased H3K27ac levels within enhancers rather than promoters of *Eomes*^*Tg*^ cells. More active enhancers were strongly enriched for T-box motifs (Fig. 6d). We compared the changes in chromatin accessibility that occur in enhancers of T_IM_ and *Eomes*^*Tg*^ CD8SP cells (Supplementary Fig. 8). We observed that about half of the DOR of T_IM_ cells displayed the same behavior in *Eomes*^*Tg*^ cells. A motif analysis in T_IM_-specific cluster 1 did not reveal enrichment for a unique transcription factor that could contribute to T_IM_ development independently of EOMES. Furthermore, the proportion of regions from clusters 1 and 2 that overlap with EOMES and RUNX3 ChIP-seq peaks was found to be comparable. Next, we assessed histone marks and chromatin accessibility in WT and *Eomes*^*Tg*^ cells around EOMES-binding sites located near the target genes that we identified in T_IM_ cells (as depicted in Fig. 4f, g). We observed clear changes for histone marks and ATAC signals in enhancer rather than promoter regions associated with upregulated EOMES target genes (Fig. 6e, f). Taken together, these data indicate that the recruitment of EOMES to distal regulatory elements drives local epigenetic changes that promote transcriptional activity.

**Fig. 6:**
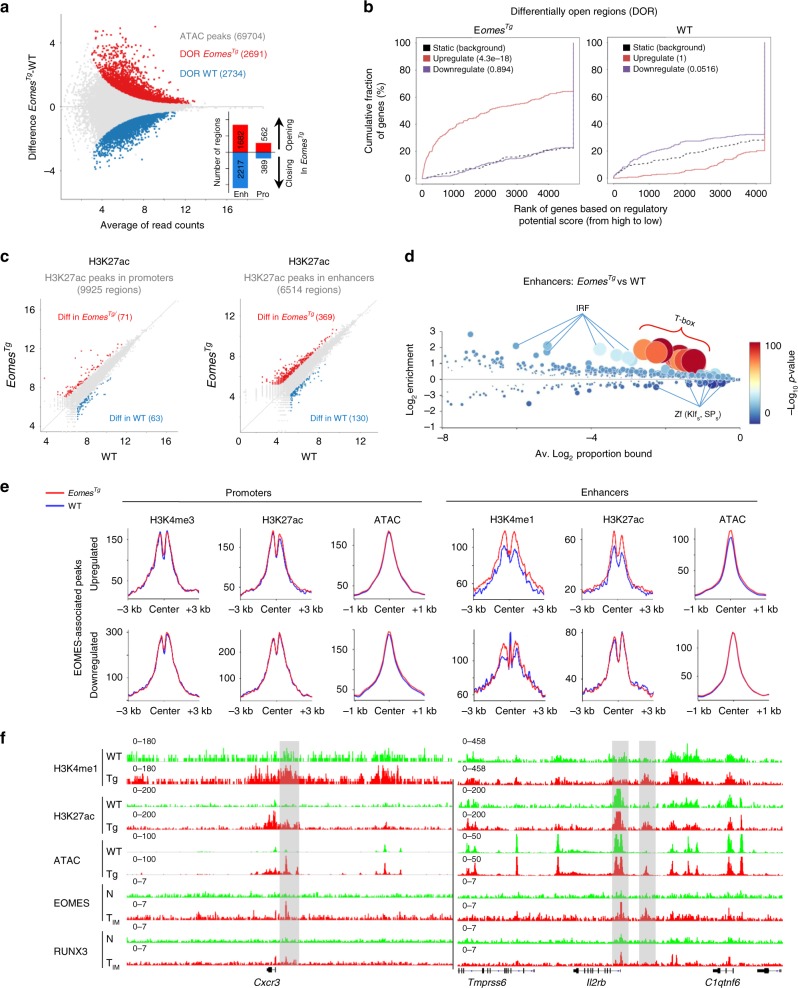
EOMES induces epigenetic changes in enhancer regions. **a** MA plot of mean ATAC-seq counts per peaks showing the differentially open regions (DOR) of CD8SP WT (blue) and *Eomes*^*Tg*^ (red) cells with the indicated number of regions. Histograms indicate the number of opening or closing regions in *Eomes*^*Tg*^ in comparison to WT cells at promoters and enhancers. **b** Cumulative distribution plot generated by BETA algorithm showing the predicted activating/repressive functions of DOR in CD8SP WT and *Eomes*^*Tg*^ with the indicated *P*-values determined by the Kolmogorov–Smirnov test. **c** Scatter plots display differentially active H3K27ac peaks at promoters (left) and enhancers (right) in CD8SP WT (blue) and *Eomes*^*Tg*^ (red) cells. **d** CiiiDER analysis for putative transcription factors motifs from DOR of CD8SP *Eomes*^*Tg*^ and WT at enhancers. Transcription factors are coloured according to their gene coverage *P*-value and whether they are over- (red) or under- (blue) represented. The size of each point is also proportional to log_10_ *P*-value. **e** Normalized coverage plot of histone modifications (H3K4me1, H3K4me3 and H3K27ac) and chromatin accessibility (ATAC-seq) centred on EOMES-binding sites at promoters and enhancers annotated to genes from Fig. 5e. **f** Representative ChIP-seq tracks of H3K4me1, H3K27ac, ATAC-seq, EOMES, and RUNX3 from the indicated population at the enhancers of *Cxcr3* and *Il2rb* loci highlighted in grey. ChIP-seq was performed on three independent IPs (*n* = 3 mice per sample). ATAC-seq was performed on two independent samples (*n* = 2 mice per sample) from each group

### BRG1 is critically involved in EOMES-dependent program

As we had identified members of the SWI/SNF family as potential partners of EOMES, we reasoned that this remodeling complex could participate to the EOMES-driven differentiation program. Previous work indicated that T-BET is able to interact with several epigenetic regulators, including JMJD3, UTX, and BRG1^31^. Furthermore, BRG1 was found to be required for optimal T-BET-induced and EOMES-induced *Ifng* expression in transient transfection experiments^31^. We therefore hypothesized that the SWI/SNF machinery could be involved in EOMES-induced T_IM_ development. We performed co-immunoprecipitation experiments in 293 cells transfected with an *Eomes* expression vector. As shown in Fig. 7a, BRG1 and EOMES co-precipitated, suggesting that these proteins can be found in the same molecular complexes. We further showed that EOMES binding to regulatory regions associated with *Il2rb*, *Cxcr3, Kdm5b, Samd3*, and *Stat4* loci in *Eomes*^*Tg*^ CD8SP thymocytes was accompanied by increased BRG1 recruitment (Fig. 7b). This result suggests that recruitment of BRG1-containing complexes along with EOMES could contribute to CD8SP thymocytes differentiation into T_IM_ cells. We therefore generated CD4Cre^+^ *Smarca4*^fl/fl^ (*Smarca4*^ΔT^) mice to assess the role of BRG1 in CD8SP thymocytes. As previously shown^32^, using this strategy, we did not observe a major perturbation of T cell development. We injected rIL-4/anti-IL-4 mAb complexes (IL-4c) to induce the development of EOMES^hi^ CD8SP thymocytes^33^. We performed this in vivo experiment in *Smarca4*^fl/fl^ (control) and *Smarca4*^ΔT^ mice (Fig. 7c), as well as in a mixed bone marrow chimera setting, where irradiated CD3ε^−/−^ mice received a 50:50 bone marrow mixture from WT CD45.1 and *Smarca4*^ΔT^ CD45.2 mice (Fig. 7d). This approach allowed us to mitigate any potential cell-extrinsic effect related to the impact of *Smarca4* loss in regulatory T cells^23^. In both experimental settings, upon IL-4c injection, we observed a strong increase in the proportion of CD44^hi^EOMES^hi^ CD8SP thymocytes in *Smarca4*^fl/fl^ controls and to a lesser extent in *Smarca4*^ΔT^ cells (Fig. 7c, d). Notably, we observed a disequilibrium between WT and *Smarca4*^ΔT^ cells in mixed BM chimeras upon IL-4c injection but not in control conditions (Fig. 7d). We looked at the expression of EOMES-dependent markers in EOMES^hi^ cells from both groups (Fig. 7e, Supplementary Fig. 9a). In both experimental settings, upregulation of CXCR3, CD122, Ly6C, and CD27 was found to be strongly BRG1-dependent. Induction of CD124 was partially inhibited in the absence of BRG1. As EOMES levels were significantly decreased among *Smarca4*^ΔT^ EOMES^hi^ cells from IL-4c-injected mice compared to controls, we exctracted the single-cell (sc) fluorescence intensities of EOMES and its targets. The sc levels of EOMES and these targets were significantly less correlated in *Smarca4*^ΔT^ cells compared to *Smarca4*^fl/fl^ controls (Fig. 7f, Supplementary Fig. 9b). In order to define whether the absence of BRG1 could have an impact on memory cells outside the thymus, we phenotyped the CD8^+^ T cell compartment in the spleen (Fig. 7g). The proportion of CD44^hi^CD49d^lo^ (virtual memory; T_VM_)^22^ and CD44^hi^CD49^hi^ (true conventional memory; T_M_) among CD8^+^ T cells was comparable in both groups under steady-state conditions. We observed a clear expansion of T_VM_ cells upon injection of IL-4c that was entirely dependent on BRG1. Finally, we assessed the expression of several memory markers among naïve, T_M_ and T_VM_ cells under steady-state conditions. Although T_VM_ cells in both groups expressed comparable levels of EOMES, the levels of CXCR3, Ly6C, CD27, and CD124 were found to be decreased in BRG1-deficient cells (Fig. 7h). Notably, expression levels of CXCR3, Ly6C, and CD27 were also decreased in BRG1-deficient T_M_ cells, suggesting that its role is not restricted to unconventional memory formation. Taken together, these results clearly indicate that BRG1 contributes to the acquisition of classical memory features by CD8^+^ T cells under steady-state conditions and upon in vivo injection of IL-4c.

**Fig. 7:**
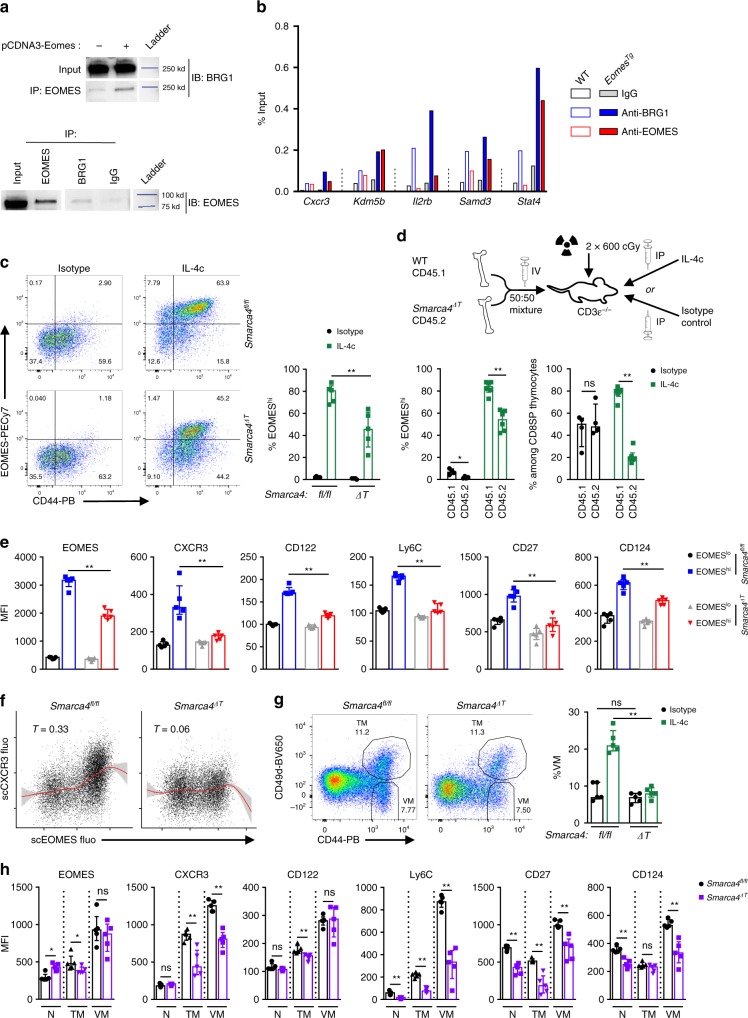
BRG1 is critical to induce EOMES-dependent program. **a** Immunoblot (IB) of lysates from 293 cells transfected with an Eomes vector and immunoprecipitated (IP) with an anti-EOMES (up) or anti-BRG1 (down) antibody. **b** ChIP experiment for EOMES and BRG1 from WT and *Eomes*^*Tg*^ CD3^+^CD8SP thymocytes followed by qPCR at the indicated loci. Each horizontal bar represents an individual data point from a single experiment. **c** Representative flow cytometry plots gated on CD3^+^CD8SP thymocytes from mice lacking *Smarca4* expression in T cells (*Smarca4*^*fl/fl*^xCD4Cre*: Smarca4*^*ΔT*^, down) and their littermate controls (*Smarca4*^*fl/fl*^, up) after 4 days of daily intra-peritoneal injection of anti-IL-4/rIL-4 (IL-4c) or an isotype control (left panel). Percentage of EOMES^hi^ CD3^+^CD8SP thymocytes after isotype control or IL-4c injections (right panel). **d** Mixed bone marrow chimera experimental scheme (upper panel). cGy centigrays. Percentages of EOMES^hi^ cells among WT vs. *Smarca4*^*ΔT*^ CD3^+^CD8SP thymocytes (lower left panel), and proportions of WT vs. *Smarca4*^*ΔT*^ cells among CD3^+^CD8SP thymocytes (lower right panel) after isotype control or IL-4c injections. **e** Expression (MFI) of cell markers in EOMES^lo^ and EOMES^hi^ CD3^+^CD8SP thymocytes from *Smarca4*^*fl/fl*^ vs. *Smarca4*^*ΔT*^ mice after IL-4c injections. **f** Representative correlation plots of EOMES and CXCR3 single-cell (sc) fluorescences in CD3^+^CD8SP thymocytes from *Smarca4*^*fl/fl*^ and *Smarca4*^*ΔT*^ mice after IL-4c injections. Kendall’s Tau correlation coefficients and Loess fitting curves (red lines) and their corresponding confidence interval (gray area) are shown. **g** Representative flow cytometry plots gated on CD8^+^ splenocytes from *Smarca4*^*fl/fl*^ and *Smarca4*^*ΔT*^ mice at steady-state, showing the proportions of CD44^hi^CD49d^lo^ (virtual memory cells, VM) and CD44^hi^CD49d^hi^ (true memory cells, TM) (left panel). VM proportions in CD8^+^ splenocytes from *Smarca4*^*ΔT*^ and *Smarca4*^*fl/fl*^ mice after isotype control or IL-4c injections are shown (right panel). **h** Expression (MFI) of cell markers in naïve (N), TM, and VM subpopulations of CD8^+^ splenocytes from *Smarca4*^*fl/fl*^ and *Smarca4*^*ΔT*^mice. In **c**, **d**, **e**, **g**, and **h**, horizontal bars indicate median ± interquartile range (each point represents a single mouse, *n* = 5 mice per group). Statistics were calculated using Mann–Whitney test. ns not significant, *P < 0.05, **P < 0.01. Source data are provided as a Source Data file. Source Data file

## Discussion

Memory is a central paradigm of immunology. Because of the dynamic nature of Ag-driven T cell expansion/contraction and the different fate of each single cell, it is extremely hard to distinguish the processes that are only involved in the initial activation and differentiation of naïve cells into effector cells, from those that are responsible for the survival of a minor fraction of activated cells that subsequently acquire memory functions. Dozens of transcription factors and epigenetic modifiers potentially contribute to fate decision and programming during this process^34,35^. Herein, we show that the ectopic expression of a single transcription factor, EOMES, is sufficient to drive the acquisition of memory-associated phenotypical, transcriptional, and epigenetic profiles in developing CD8SP thymocytes. However, not every aspects of the process that takes place during the physiological development of cytokine-driven innate memory (T_IM_) cells were recapitulated in *Eomes*^*Tg*^ cells. We further show that the overexpression of EOMES increases the responsiveness to IL-4, thereby initiating a feed-forward loop. It would be important to formally examine the impact of *Eomes* deficiency on these different features.

We show that differentiation into T_IM_ cells is accompanied by extensive epigenetic modifications. Increased enhancer activity in T_IM_ cells was found to be the consequence of EOMES recruitment. A comparable process also takes place to a large extent in conventional memory (T_M_) cells. However, a significant proportion of T_M_-specific active enhancers, enriched for binding sites of TCR-induced transcription factors, such as IRF4, BATF, and NFATc1, was not observed in T_IM_ cells. Thus, despite the acquisition of memory markers and a transcriptomic profile closely related to T_M_ cells, the EOMES-driven differentiation into T_IM_ cells only partially recapitulates what occurs at the epigenetic level during Ag-dependent memory formation.

Among partners that potentially interact with EOMES, we identified transcription factors involved in T cell development, such as RUNX3. As recently suggested for conventional memory formation^36^, we show that in T_IM_ cells, EOMES was preferentially recruited to enhancer regions that were already bound by RUNX3 in naïve CD8SP cells. In addition, we observed a T_IM_-specific recruitment of RUNX3 at several locations around the *Eomes* locus (Supplementary Fig. 3), suggesting that RUNX3 could participate to EOMES upregulation in this setting as described in polyclonally activated CD8^+^ T cells^19^. Two recent reports indicate that RUNX3 might act as a pioneer factor very early during memory commitment^36,37^. Our results indicate that this could be the case even in the absence of TCR stimulation. RUNX3 deposition in naïve cells could establish a favourable chromatin environment for the subsequent recruitment of EOMES. Along this line, we observed that the ectopic expression of EOMES in CD4SP thymocytes, that express low levels of RUNX3, had different functional consequences than in CD8SP thymocytes (Supplementary Fig. 4). Furthermore, context-dependent interactions with other transcription factors could underlie the distinct roles of EOMES in memory vs. exhausted T cells^38^.

T-Box factors play a key role in early embryonic cell fate decisions and many aspects of organogenesis^39^. It is therefore not surprising that the interaction with histone-modifying enzymes represents a key feature of this family^40^. We show that EOMES shapes the enhancer landscape of T_IM_ cells and co-immunoprecipitates with members of the SWI/SNF machinery, histone deacetylases and their associated DNA-binding ATPase CHD4. In addition, the acquisition of several EOMES-dependent memory features was found to be strongly dependent on BRG1. This chromatin-remodeling factor is essential for modulating H3K27ac levels at distal enhancers^41,42^. Also, BRG1 could act upstream of EOMES by regulating its expression and/or recruitment. Our results strongly suggest that EOMES facilitates the recruitment of the SWI/SNF machinery to specific cis-regulatory elements that control the long-term commitment toward the T_IM_ cellular identity. Notably, similar molecular processes seem to be operational in T_M_ cells.

In summary, we provide evidence that although T_IM_ cells display typical characteristics of memory cells, they represent a distinct lineage that only partially recapitulates the conventional memory differentiation. The ectopic expression of EOMES in developing CD8SP thymocytes is sufficient to drive this unconventional memory program and acts in a BRG1-dependent fashion. This work broadens our view of the mechanisms that dictate CD8^+^ T cell fate by establishing the basis of the epigenetic reprogramming that underlie unconventional memory formation.

## Methods

### Mice

All experiments were performed on age-matched (from 8 to 12 weeks of age) female mice. Wild-type Balb/c and C57Bl/6 mice were purchased from Envigo. *Il4*^*−/−*^ and *Stat6*^*−/−*^ mice under Balb/c background were purchased from the Jackson Lab. *Irf9*^*−/−*^ mice under Balb/c background were purchased from Riken BioResearch Center. CD3ε^−/−^ and CD45.1 mice under C57Bl/6 background were obtained from the Jackson Lab. *Smarca4*^fl/fl^ mice under C57BL/6 background were kindly provided by Professor Pierre Chambon, GIE-CERBM (IGBMC)^43^ and were crossed to CD4Cre^+^ mice obtained from the Jackson Lab (Tg(Cd4-cre)1Cwi/BfluJ, Stock 017336) to generate *Smarca4*^ΔT^ mice. In order to generate *Eomes* transgenic mice, a 2.1 kB full-length cDNA encoding mouse EOMES was inserted into the VA-CD2 cassette containing the upstream gene regulatory region and locus control region of the hCD2 gene^30^. This construct was linearized and injected into BDF1 fertilized eggs to generate *Eomes*^*Tg*^ mice. Mice were backcrossed for six generations onto C57Bl/6 strain and then intercrossed in order to obtain homozygote transgenic mice (i.e. the de facto *Eomes*^*Tg*^ mice). These mice are available from the authors upon request. All animal work was carried out in compliance with and after approval by the institutional Animal Care and local committee for Animal Welfare from the Biopark ULB Charleroi (BUC).

### Cell preparation

For all experiments, thymi and spleens were dissected and further processed under sterile conditions. Single-cell suspensions were obtained in RPMI 1640 with 10% (vol/vol) fetal calf serum (FCS), 2 mM l-glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 40 mM β-mercaptoethanol, 100 U ml^−1^ of penicillin, and 100 U ml^−1^ of streptomycin (all reagents from Lonza; solution hereafter referred to as complete medium).

### Cell sorting

CD8^+^ T cells were purified by negative selection (Dynabeads Untouched Mouse CD8 Cells Kit, Life Technologies) from thymocytes resuspended in phosphate buffered saline (PBS, Lonza) with 2% (vol/vol) FCS (Lonza) and 2 mM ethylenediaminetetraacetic acid (EDTA, Sigma). Untouched cells were stained to exclude dead cells and incubated with Fc receptor-blocking antibodies and a surface staining antibody mix (see the section “Flow cytometry”). Cells were sorted on a BD FACSAria™ III using fluorescence minus one (FMO) controls (see Supplementary Figs. 2 and 6 for gating strategies).

### Cell cultures and **ex vivo** stimulations

All cell cultures were performed in complete medium (see the section “Cell preparation”) at 37 °C and 5% CO_2_. Thymocytes were cultured for 4 h in the presence or absence of phorbol-myristate-acetate (50 ng ml^−1^, Sigma) and ionomycin calcium salt (1 µg ml^−1^, Sigma), or for 16 h in the presence or absence of recombinant murine (rm)IL-12 p70 (5 ng ml^−1^, Peprotech) and rmIL-18 (10 ng ml^−1^, MBL), brefeldin A (10 µg ml^−1^, Sigma) being added for the last 3 h before staining. In other experiments, thymocytes were cultured in the presence or absence of rmIL-4 (Peprotech) for 72 h at 20 ng ml^−1^ before staining, or for 30 min at 30 ng ml^−1^ before phospho-STAT6 staining.

### Administration of IL-4 complex **in vivo**

Carrier-free rmIL-4 (1.5 µg/mouse, Peprotech) was mixed in PBS (200 µl/mouse) with neutralizing anti-mouse IL-4 antibodies (50 µg/mouse, Bio × Cell, clone 11B11, catalog number BE0045). Control mice received only an anti-trinitrophenol Rat IgG1 isotype control (50 µg/mouse, Bio × Cell, clone TNP6A7, catalog number BE0290). Mice were injected daily for 4 days intraperitoneally before harvesting thymi and spleens.

### Mixed bone marrow chimera

CD3ε^−/−^ mice were irradiated twice at 600 centigrays (cGy) before being injected intravenously with a 50:50 bone marrow mixture from WT CD45.1 and *Smarca4*^ΔT^ CD45.2 mice (Fig. 7d). Reconstitution was achieved at 6 weeks post-irradiation based on peripheral blood examination and IL-4c administration was started 10 weeks post-irradiation.

### Flow cytometry

Single-cell suspensions were stained to exclude dead cells (LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit, for 405 nm excitation, Life Technologies), and incubated with rat anti-mouse CD16/CD32 (BD, clone 2.4G2, dilution 1:100, catalog number 553141) and a surface antibody mix prepared in brilliant stain buffer (BD) for 20 min at 4 °C in the dark. Except for sorting, cells were fixed and permeabilized for 30 min at 4 °C in the dark (eBioscience™ Foxp3/Transcription Factor Staining Buffer Set, Life Technologies) before intranuclear/intracytoplasmic staining (30 min at 4 °C in the dark). For phospho-STAT6 staining, we adapted the harsh alcohol method (BD Phosflow protocol III). Flow cytometry data were acquired on a BD LSRFortessa™ cell analyzer after successfully running Cytometer Setup and Tracking beads (BD) and using the application settings featured on FACSDiva™ software (v 6.2). Data were analyzed using FlowJo v10 software (Tree Star) and the spanning-tree analysis tool SPADE V3.0 (http://pengqiu.gatech.edu/software/SPADE/)^21^.

Cells were labeled with antibodies against the following molecules (fluorochrome[s]; clone; dilution[s]; catalog number[s]): BCL2 (PE; 3F11; 1:10; 556537), CD3 (BV711; 145-2C11; 1:100; 563123), CD4 (AF700, APC-Cy7, PE-Cy7; RM4-5; 1:100; 561025, 565650, 561099), CD5 (BV421; 53-7.3; 1:100; 562739), CD8 (PerCP, PB; 53-6.7; 1:50; 561092, 558106), CD11c (APC-Cy7; HL3; 1:100; 561241); CD19 (APC-Cy7; 1D3; 1:100; 561737), CD24 (BV605, PE; M1/69; 1:100; 563060, 553262), CD25 (APC; PC61; 1:50; 561048), CD27 (BV786; LG.3A10; 1:100; 740890), CD44 (APC, FITC, V450; IM7; 1:50; 561862, 561859, 560451), CD49d (BV650, PE; R1-2; 1:200, 1:50; 740458, 553157), CD62L (BV786; MEL-14; 1:100; 564109), CD69 (BV786; H1.2F3; 1:100; 564683), CD103 (BV421; M290; 1:100; 562771), CD122 (FITC; TM-β1; 1:50; 553361), CD124 (BV421, PE; mIL4R-M1; 1:100; 564086, 552509), CD127 (BV786, PE-Cy7; SB/199; 1:100, 1:50; 563748, 560733), CXCR3 (APC; CXCR3-173; 1:50; 562266), GZMB (AF647; GB11; 1:100; 560212), IFNγ (BV786; XMG1.2; 1:200; 563773), Ki67 (AF700; B56; 1:50; 561277), Ly6C (BV605, FITC; AL-21; 1:50; 563011, 553104), Ly6C and Ly6G (APC-Cy7; RB6-8C5; 1:100; 557661), NK1.1 (APC-Cy7; PK136; 1:100; 560618), STAT6 (pY641) (AF488; J71-773.58.11; 2:3; 558243), TCRβ (BV605, FITC; H57-597; 1:100; 562840, 553170), all from BD; EGR2 (PE; erongr2; 1:50; 12-6691-82), EOMES (eFluor 660, PE, PE-Cy7; Dan11mag; 1:100; 50-4875-82, 12-4875-82, 25-4875-82), T-BET (eFluor 660, PE, PE-Cy7; eBio4B10; 1:100; 50-5825-82, 12-5825-82, 25-5825-82), all from eBioscience; CD69 (BV605; H1.2F3; 1:50; 104530), from Biolegend.

Sequential gating strategies for FACS data are provided in Supplementary Figs. 10 and 11.

### RNA purification and RNA-seq

RNA from 10^6^ sorted CD8SP populations (in triplicates) was extracted using RNeasy Plus Mini kit according to manufacturer’s instructions (Qiagen), and sample quality was tested on a 2100 Bioanalyzer (Agilent). Total RNA from naïve and T_IM_ population was subject to single-end sequencing (30 × 10^6^ reads/sample, NextSeq platform) performed by Nucleomics Core, Belgium (www.nucleomics.be), whereas CD8SP population mRNA from WT and *Eomes*^*Tg*^ mice underwent paired-end sequencing (25 × 10^6^ reads/sample, Novaseq platform) performed by BRIGHTcore ULB-VUB, Belgium (http://www.brightcore.be). For single-end sequencing, obtained reads were filtered using FastX 0.0.13 and ShortRead 1.16.3, polyA-reads (more than 90% of the bases equal A), ambiguous reads (containing N), low-quality reads (more than 50% of the bases < Q25), and artifact reads (all but three bases in the read equal one base type) were removed. Reads are then aligned to the reference genome mm10 using Tophat v2.0.13 with the following parameters: –library-type fr-firststrand –min-intron-length 50 –max-intron-length 500000 –no-coverage-search –no-mixed –read-realign-edit-dist 3. We removed reads from the alignment that are non-primary mappings or have a mapping quality ≤ 20. We sorted the reads from the alignment according to chromosomes and indexed the resulting BAM-files. Read counts in the alignment BAM-files that overlapped with the gene features were obtained using featureCounts v1.4.6 with the following parameters: -Q 0 -s 2 -t exon -g gene_id and genes that have less than 1 counts-per-million were removed. Raw counts were normalised with the EDASeq package and FPKM values were retreived. We used edgeR 3.4.0 package to perform differential expression analysis by applying a corrected *P*-value FDR < 0.05 and absolute log_2_-ratio larger than 1. These lists were used as gene sets to test the statistical enrichment in the different datasets mentioned in Fig. 1f, using the BubbleGUM software^44^.

### ATAC-seq

For library preparation^45^, nuclei from 20,000 (Naïve/T_IM_) or 50,000 sorted cells (WT/*Eomes*^*Tg*^) were subject to transposition reaction in 1x TD buffer containing 2.5 µl transposase Nextera enzyme (Nextera DNA sample prep kit, Illumina) and DNA was purified using MinElute PCR Purification Kit (Qiagen). Purified DNA was amplified by PCR using NEBNext High-Fidelity 2 × PCR Master Mix (New England Biolabs) with 10–12 cycles. Amplified libraries were purified using MinElute PCR Purification Kit (Qiagen) and quality controlled using a Bioanalyzer High-Sensitivity DNA Analysis kit (Agilent). Paired-end sequencing was performed on NovaSeq or NextSeq 500 platforms (Illumina).

Paired-end reads were mapped to mouse genome mm10 with Bowtie2^46,47^ using default parameters for paired-end reads. Reads that mapped several regions, or with insufficient mapping quality, were removed with samtools view. We also removed reads located within the blacklist of the ENCODE project^48^. Duplicate reads were removed with MarkDuplicates tools (Picard suite). When required, we generated pseudoreplicates as described in the ATAC-seq pipeline ENCODE document. Peaks were called with MACS2^49^ using the following parameters: -f BAMPE -g mm -q 0.05 –nomodel –call-summits -B –SPMR.

Regions obtained from naïve, T_IM_ and CD8SP WT and *Eomes*^*Tg*^ populations by MACS2 were subjected to differential analysis using SeqMonk 1.43.0 (Mapped Sequence Analysis Tool, Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). First, we created an atlas containing all obtained peaks for all the populations using bedtools^50^ with a minimum overlap of 1 bp. We applied two filters: DESeq2^51^ with a *p*-adjusted cutoff of 0.05, and the proportion of library filter with a *p*-adjusted cutoff of 0.05 for naïve and T_IM_ populations, and 0.001 for WT and *Eomes*^*Tg*^ populations. Resulting peaks were separated into two categories: peaks located in promoters (located within 2 kb around TSS) and peaks located in enhancers (not located in the defined promoter regions). For CD8SP WT and *Eomes*^*Tg*^ populations, we submitted the differentially accessible regions to the BETA package^27^ using default parameters. For downstream visualisation, a scaling factor was calculated using deepTools package^52^ to normalize peak intensity to FRiP (fraction of reads in peaks) and generate bigwig files.

For Gene ontology analysis, we introduced BED files resulting from the overlap between H3K27ac clusters and ATAC-seq peaks atlas to the GREAT tool with default parameters^25^. Ciiider algorithm (http://ciiider.com/) was used to perform motif enrichment in the differentially accessible regions of naïve, T_IM_, CD8SP WT, and *Eomes*^*Tg*^ populations in enhancers. An atlas containing accessible regions obtained from Scott-Brown et al. (GSE88987)^4^ and naïve and T_IM_ population was intersected with H3K27ac clusters in Fig. 3a to perform motif-enrichment analyses using the AME tool from meme-suit^53,54^ with default parameters. To analyze the positional distribution and the best combined match of EOMES and RUNX3 in a set of sequences, we used CentriMo and MAST^55,56^ with default parameters.

### ChIP-seq

For sample preparation, CD8SP from pooled thymus were isolated and crosslinked with formaldehyde 1% for 10 min at room temperature before staining. Crosslinking was stopped with 0.125 M glycine. To immunoprecipitate BRG1, disuccinimidyl glutarate (DSG) (ThermoFisher scientific) at 2 µM was used for 40 min followed by formaldehyde 1% for 10 min at room temperature. Cells were then washed twice with ice-cold PBS and sorted. Each sorted cell population was resuspended with ChIP-lysis buffer (10 mM Tris pH8, 140 mM NaCl, 1 mM EDTA, 1% Triton x-100, 0.5% SDS, 0.1% Na-Deoxycholate) supplemented with protease inhibitor cocktail (PIC) for 10 min on ice, then sheared using a bioruptor device (Diagenode) to obtain a fragments size range between 200 and 600 bp. After clearance by centrifugation at 4 °C, sheared chromatin resulting from 3 × 10^5^ to 5 × 10^5^ cells were used for each immunoprecipitation of histone marks H3K4me3 (1 µg, Merck, catalog number 17-614), H3K27ac (1 µg, Abcam, catalog number ab4729), H3K4me1 (1 µg, Abcam, catalog number ab8895) or normal rabbit IgG control (1 µg, Merck, catalog number 12-370), and 2 × 10^6^ cells were used for the transcription factors EOMES (4 µg, Abcam, catalog number ab23345), RUNX3 (dilution 1:250, provided by Prof. Yoram Groner), and BRG1 (2–4 µg, Abcam, catalog number ab110641). Protein G magnetic-activated beads (Active Motif, catalog number 53034), and target antibody together with dilution buffer (20 mM Tris pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton x-100) were added to the chromatin and incubated overnight at 4 °C. Each IP was washed five times using the following buffers:

Once with washing buffer 1 (20 mM Tris pH 8, 2 mM EDTA, 1% Triton x-100, 0.1% SDS, 150 mM Nacl), once with washing buffer 2 (20 mM Tris pH 8, 2 mM EDTA, 1% Triton x-100, 0.1% SDS, 500 mM Nacl), once with washing buffer 3 (20 mM Tris pH 8, 1 mM EDTA, 0.5% NP40, 0.5% Na-Deoxycholate, 250 mM LiCl), and twice with washing buffer 4 (10 mM Tris pH8, 1 mM EDTA). Chromatin–antibody complexes were eluted with freshly prepared elution buffer (1% SDS, 100 mM NaHCO_3_). Eluted chromatin was incubated with NaCl (at a final concentration of 200 mM) for 4 h at 65 °C for reverse crosslinking and treated with RNAse and Proteinase K for 1 h at 45 °C. DNA was then purified using the MinElute PCR Purification Kit according to the manufacturer’s instructions (Qiagen). We isolated 1% of total sheared chromatin which underwent all steps of ChIP-seq protocol, except IP and washing steps, and used it as a control for background noise. Before sequencing, each individual ChIP was tested for positive and negative controls by qPCR, and we pooled three ChIPs for the same histone mark of the same sorted population. Primers used for qPCR are provided in Supplementary Data 5. Library preparation was performed for histone modifications (3–6 ng) and transcription factors (0.5 ng) using TruSeq ChIP library Preparation kit (Illumina IP-202-1012) and MicroPlex Library Preparation kit (Diagenode C05010013), respectively, following manufacturer’s instructions. Paired-end sequencing was performed on NextSeq 500 (Illumina) at the EPICS platform (http://epics.ulb.be/).

For mapping and peak-calling, single-end reads were mapped to mouse genome mm10 with Bowtie2^46,47^ using default parameters for single-end reads. Reads that mapped several regions, or with insufficient mapping quality, were removed with samtools view. We also removed reads located within the blacklist of the ENCODE project^48^. Duplicate reads were removed with MarkDuplicates tools (Picard suite). Peaks were then called with the callpeak tool from MACS2^49^ with a *q*-value of 0.01 for H3K4me3, H3K4me1, and H3K27ac, a *P*-value of 0.01 for RUNX3, and with a *P*-value of 0.001 for EOMES. BATF, IRF4, JUNB, JUND, and cJUN (GSE54191)^26^, TCF1 (GSM1889262)^57^, and FOXO1 (GSM1141667)^58^ ChIP-seq data were downloaded from NCBI SRA database as fastq files and mapped to the mouse genome mm10 using Bowtie2 offered by the Galaxy platform^59^ in a sensitive local preset parameters. Peaks were called using MACS2 with the following parameters: –format = BAM –gsize 2730871774 –bw 300 –mfold 5 50 –qvalue 0.05. Resulting peaks were intersected with H3K27ac clusters to calculate the percentage of overlap.

We performed differential analyses on histone marks’ regions with custom scripts. First, we created an atlas of promoters or enhancers containing all obtained peaks for all the populations using bedtools^50^ with a minimum overlap of 1 bp. Read counts were calculated for each region with featureCount tool^60^. We then performed a normalization of reads to lowest total library size and calculated a log_2_FoldChange and a *P*-value according to Poisson distribution. Finally, *P*-values were adjusted using built-in R “FDR” method (https://www.R-project.org/). Promoters were defined as H3K4me3^+^ regions located between −5 and +2 kb from the transcription start sites (TSS). Enhancers were defined as H3K4me1^+^ regions located at least 2 kb away from the TSS and that do not overlap with H3K4me3^+^ promoters. To assess the activity of these regions, we generated a H3K27ac peak atlas (29,414 regions) which was then overlapped with enhancer or promoter regions atlases.

### RIME

For Rapid Immunoprecipitation Mass spectrometry of Endogenous proteins (RIME), CD8+ T cells were isolated from spleens of WT Balb/c mice and stimulated for 3 days by plate-bound anti-CD3 (BD, clone 145-2C11, 5 mg ml^−1^, catalog number 557306) and soluble anti-CD28 (BD, clone 37.51, 1 mg ml^−1^, catalog number 553294) in the presence of recombinant human (r)IL-2 (10 ng ml^−1^, R&D). Cells were washed and further expanded with rIL-2 for 3 days. 5 × 10^7^ cells were fixed with 1% methanol-free formaldehyde for 8 min and quenched with 0.125 M glycine. Chromatin was isolated by the addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated and the DNA sheared to an average length of 300–500 bp. An aliquot of chromatin (150 µg) was precleared with protein G agarose beads (Invitrogen). Proteins of interest were immunoprecipitated using 15 µg of anti-EOMES or control IgG (same as ChIP experiments) and protein G magnetic beads. Protein complexes were washed and treated with trypsin. Protein digests were separated from the beads and purified using a C18 spin column (Harvard Apparatus). The peptides were vacuum dried and analyzed by LC–MS/MS on a Thermo Scientific Q Exactive Orbitrap Mass spectrometer in conjunction with a Proxeon Easy-nLC II HPLC (Thermo Scientific) and Proxeon nanospray source. The digested peptides were loaded on a 100 micron × 25 mm Magic C18 100 Å 5U reverse phase trap where they were desalted online before being separated using a 75 micron × 150 mm Magic C18 200 Å 3 U reverse phase column. Peptides were eluted using a 90 min gradient with a flow rate of 300 nl/min. An MS survey scan was obtained for the *m*/*z* range 300–1600, MS/MS spectra were acquired using a top 15 method, where the top 15 ions in the MS spectra were subjected to high-energy collisional dissociation (HCD). An isolation mass window of 1.6*m*/*z* was for the precursor ion selection, and normalized collision energy of 27% was used for fragmentation. A 5 s duration was used for the dynamic exclusion.

All MS/MS samples were analyzed using X! Tandem (The GPM, thegpm.org; version CYCLONE (2013.02.01.1)). X! Tandem was set up to search the mouse_pr_20160108_Zf0QxA database (unknown version, 99854 entries), the cRAP database of common laboratory contaminants (www.thegpm.org/crap; 114 entries) plus an equal number of reverse protein sequences assuming the digestion enzyme trypsin. X! Tandem was searched with a fragment ion mass tolerance of 20 ppm and a parent ion tolerance of 20 ppm. Carbamidomethyl of cysteine was specified in X! Tandem as a fixed modification. Glu→pyro-Glu of the n-terminus, ammonia-loss of the n-terminus, gln→pyro-Glu of the n-terminus, deamidated of asparagine and glutamine, oxidation of methionine and tryptophan, dioxidation of methionine and tryptophan and acetyl of the n-terminus were specified in X! Tandem as variable modifications. Scaffold (version Scaffold_4.4.8, Proteome Software Inc., Portland, OR) was used to validate MS/MS-based peptide and protein identifications. Peptide identifications were accepted if they exceeded −log (Expect Scores) scores of >1.5 and if they contained at least one identified peptide. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony.

### Co-immunoprecipitation experiments

Two-hundred and ninety-three cells (ATCC Cat#CRL-1573) were transiently transfected with pcDNA3-mEOMES-V5 expression plasmids and cultured in DMEM media. Cells were lysed in cold lysis buffer (50 mM Tris–HCl pH 7.4, 1% NP-40, 0.25% Na-deoxycholate, 120 mM NaCl, 1 mM EDTA, 1X Protease inhibitor cocktail). Protein G magnetic-activated beads (Active Motif) were added to the cell lysate to preclear and reduce non-specific interactions between proteins and antibodies. The cleared cell lysate together with dilution buffer (50 mM Tris–HCl pH 7.4, 120 mM NaCl, 1 mM EDTA) and of primary antibodies for detection of BRG1 or EOMES (same as ChIP experiment) were incubated overnight at 4 °C. Protein G magnetic-activated beads (Active Motif) were added to the protein–antibody complex and incubated for 1 h at room temperature. Beads were then washed three times with precooled dilution buffer and the lysate was eluted using the elution buffer (130 mM Tris pH 6.8, 4% SDS, 0.02% bromophenol blue, 100 mM DTT, 20% glycerol). The resulting eluate was boiled at 100 °C for 5 min before being loaded into 4–15% precast polyacrylamide gel to separate proteins, and wet-transferred onto polyvinylidene fluoride (PVDF) membranes. After being blocked in 5% nonfat milk for 1 h at room temperature, the membrane was incubated at 4 °C overnight with the addition of the following primary antibodies of BRG1 (dilution 1/3000) or EOMES (dilution 1/1500). After washing, the membrane was incubated with the secondary antibody for 1 h at room temperature followed by extensive washing. The protein signal was detected by chemiluminescence (Lumigen ECL Ultra, TMA-6). Uncropped/unprocessed scans corresponding to the blots shown in Fig. 7a are available in Source Data file.

### Statistical analyses

Prism 6.0 was used for statistical analysis. Mann–Whitney test was used to compare two data sets. Wilcoxon matched-pairs signed rank test was used to compare the relative expressions of cluster-associated genes between conventional memory (T_M_/N) and innate memory CD8SP thymocytes (T_IM_/N). For correlation between single-cell fluorescence of EOMES and innate memory markers, R and Rkward (https://rkward.kde.org) were used to compute Kendall’s tau (single nonlinear correlation) and Fisher *Z* transformation (comparison of two independent correlations). For all analyses, no data points were excluded.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

source data

## Data Availability

A reporting summary for this Article is available as a Supplementary Information file. RNA-seq, ChIP-seq and ATAC-seq data that support the findings reported in this study have been deposited in the GEO Repository with the accession code GSE124914. The mass spectrometry proteomics data corresponding to Fig. 4a have been deposited to the ProteomeXchange Consortium via the PRIDE^61^ partner repository with the dataset identifier PXD014142 and 10.6019/PXD014142. The source data underlying Figs. 3b and 7a are provided as a Source Data file. All data is available from the corresponding author upon reasonable request.

# Supplementary material for: EOMES interacts with RUNX3 and BRG1 to promote innate memory cell formation through epigenetic reprogramming
**Source:** Nat Commun. 2019 Jul 24;10:3306. doi: 10.1038/s41467-019-11233-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

# File Name: Supplementary data 1: RNA-seq data

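Supplementary Data 1 holds 4 sheets of gene names with log2 fold changes and adjusted p-values from the authors' edgeR comparisons. The sheets for *Eomes* Tg and WT cells list 254 and 490 genes, and those for T_IM_ and naïve cells are longer. In the sheets for *Eomes* Tg and WT cells the sign of the fold change is that of WT against *Eomes* Tg cells, opposite to the direction used for the values given here. The sheets were joined to the table of the 6 libraries by gene name.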

Description: List of differentially expressed genes between 1) Naïve and TIM CD8SP cells and 2) WT and *EomesTg* CD8SP cells.

# File Name: Supplementary data 2: ChIP-seq data

Description: List of differentially active enhancer and promoter regions between 1) Naïve and TIM CD8SP cells and 2) WT and *EomesTg* CD8SP cells.

# File Name: Supplementary data 3: ATAC-seq data

Description: List of differentially open enhancer and promoter regions between 1) Naïve and TIM CD8SP cells and 2) WT and *EomesTg* CD8SP cells.

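In Supplementary Data 3 each entry is an accessible region with its annotated gene, and a gene recurs when several of its regions change. The sheets of differentially open promoters have 618 entries for *Eomes* Tg cells and 401 for WT cells. Promoters were defined by the authors as peaks within a fixed distance of a transcription start site, and enhancers as the remaining peaks.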

# File Name: Supplementary data 4: Enhancer clusters

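Supplementary Data 4 assigns genes to the enhancer clusters that the paper defines from H3K27ac in naïve, T_IM_ and conventional memory cells. Clusters 1 to 6 list 187, 202, 65, 254, 138 and 30 genes, of which 172, 184, 59, 229, 129 and 30 were among the genes tested in the comparison of *Eomes* Tg with WT cells.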

Description: List of enhancer clusters as defined in Fig 3a. RNA expression in naïve and TIM CD8SP cells for genes associated to these regions are also provided.

# File Name: Supplementary data 5: List of primers

Description: Sequences of primers used for ChIP-qPCR experiments.

How the deposited data were processed for this re-analysis (not part of the article)

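The RNA of CD8SP thymocytes was measured by RNA-seq in 3 libraries from WT C57BL/6 mice and 3 libraries from *Eomes* Tg mice. The paper describes RNA extraction from sorted cells in triplicate and paired-end sequencing of mRNA for these libraries. It does not say whether each replicate came from 1 mouse or from a pool. The study's 6 samples of naïve and T_IM_ cells have no column in the table of values and are not analysed here, nor are the accessibility, ChIP and flow cytometry data.

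The table holds 52636 Ensembl genes in 6 columns of values, and 0 columns of values were left unused. The values are a normalized score that the authors deposited as CP20M, counts rescaled to a library total of 20000000 and written as whole numbers. In each library, between 99.76% and 99.858% of the values above 0 equal a whole number of reads times 1 factor, rounded up. No correction for gene length or library composition was seen in the values. The authors' aligner and counter are described for the single-end naïve and T_IM_ libraries, and the paper's text does not name those used for the WT and *Eomes* Tg libraries. Coordinates and gene types were taken from the GENCODE annotation of GRCm38. Where genes were looked up by name, 198 genes have an identical name elsewhere in the table, and a name was then joined to the gene with the higher mean.

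The factor of each library gave its estimated reads on genes, 13852904, 13353129 and 14387394 for WT replicates 1 to 3 and 13997582, 14254916 and 15860806 for *Eomes* Tg replicates 1 to 3. Between 19253 and 19902 genes were above 0 in a library. A value of 3 reads, the upper limit that a count of 0 allows, equals 5 CP20M, or 4 CP20M in *Eomes* Tg replicate 3, and reads without molecular identifiers are not independent molecules. For genes whose libraries in one group were all at or under this floor, only a lower bound of the fold change is given, computed against 5 CP20M.

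Genes with a mean of at least 20 CP20M over the 6 libraries, which is the 1 CPM that the authors used as a minimum, were compared as log2(CP20M + 5) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, genotype as the only term). P-values were adjusted by the Benjamini-Hochberg method over the tested genes. Genes with an adjusted p-value under 0.05 and a log2 fold change over 1 or under -1 were called, which are the thresholds of the authors' edgeR analysis. Intervals are 95% confidence intervals from the same model.

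Gene lists were tested against the other tested genes with camera of limma and an inter-gene correlation preset to 0.01. The lists were the T_IM_ genes of Supplementary Data 1, the genes of Fig. 5f, the genes of the promoter sheets of Supplementary Data 3 and of the *Eomes* Tg enhancer sheet of Supplementary Data 2, the 6 enhancer clusters of Supplementary Data 4, and 15 lists of marker genes. The marker lists cover the S and G2M phases of the cell cycle, double-positive thymocytes, semimature and mature CD8SP thymocytes, the interferon response, B cells, myeloid cells, dendritic cells with MHC class II, NK cells, γδ T cells, CD4SP and regulatory T cells, NKT cells, erythroid cells and thymic epithelium. The clusters and the marker lists were adjusted each over their own family. The sheet of naïve genes in the copy used here has 1 gene fewer than the figure that counts them, so it was described and not tested. The promoter sheets hold more entries than Fig. 6a counts, without a mark of truncation, and were tested as read. The enhancer accessibility sheets, which stop early in this copy, and the WT enhancer sheet of Supplementary Data 2 were not used.

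The genes named in the text were fixed by a rule: every gene the paper names for this RNA-seq comparison in its text, Fig. 5d and Fig. 5f, the transcripts of the proteins of Fig. 5b, the loci of Fig. 7b, and the 5 genes with the highest and the 5 with the lowest log2 fold change among the called genes whose groups do not overlap. These lists, the comparisons, the thresholds and the alternatives were set before the data were examined, by an author who had read Supplementary Data 1. Genes outside the rule are named as such where they appear.

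The alternatives were a pseudocount of 1 or 20, no filter on low values or a minimum mean of 100 CP20M, rescaling by trimmed means (30% of ratios trimmed) or by the 75% quartile, limma without trend, the replicate number as a block, leaving out each library in turn, an adjusted p-value under 0.01, no minimum fold change, and for the lists fry (a test of a list against no change), camera with an estimated correlation, fgsea 1.28.0 on the moderated statistic and leaving out *Eomes*. For the called genes and named genes, a pair of alternatives was added after seeing the data: limma-voom on the estimated reads, and genes above 0 in every library. The count-based tests of the authors' edgeR and of DESeq2 were not run, because the values were treated as a normalized score. They could have been run on the estimated reads, as limma-voom was.

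The code was tested on simulated data with 200 changed genes, 198 of them among the 12956 tested, of which 99.5% were called with 0 unchanged genes called and a median error of 0.00877 in the log2 fold change. With no change simulated, 0 genes were called. Among 20 random lists, camera gave 0 and fry 3 with a p-value under 0.05. The totals of 6 simulated libraries were recovered with an error of 0%.

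Receptor gene segments were ordered by their position and related to their log2 fold changes by Spearman's rho, with 100000 permutations. Lists of heat shock and immediate early genes were compared with 10000 random lists drawn from the 200 genes closest to each listed gene in expression. Windows of 20 neighbouring genes were compared with 10000 shuffles of the calls. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. Some single genes are not reported here, while counts and tests of whole gene lists include them.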

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

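The tests below were chosen after the results they address were seen, except the split of the libraries, the test on receptor segments outside the fit, and the test on immediate early genes whose values had not been looked at.

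The paper's text does not discuss T-cell receptor gene segments or their order along the locus, although Supplementary Data 1 lists single segments. Across the 43 tested *Traj* segments on chromosome 14, from 54157280 (*Traj58*) to 54217901 (*Traj2*), the log2 fold change of *Eomes* Tg against WT fell from the 5′ to the 3′ end (Spearman's rho = -0.943, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 4 relations). Segments are not independent replicates. The median log2 fold change was 0.996 for the first 5 segments and -1.002 for the last 5, and 2 segments were upregulated and 4 downregulated. Each *Eomes* Tg library showed the order against the mean of the WT libraries, with rho values of -0.92, -0.90 and -0.91, while each WT library against the other WT libraries gave 0.25, -0.06 and -0.06. Segments 5′ of the middle of the *Traj* order made up 41.6%, 43.6% and 41.8% of all *Traj* values in WT libraries and 63.9%, 64.6% and 61.0% in *Eomes* Tg libraries. Across 64 *Trav* segments, from 52427928 to 53876752, the order was the opposite (rho = 0.796, permutation p = 1e-05, again the smallest possible), with a median log2 fold change of -1.78 for the first 5 and 0.90 for the last 5, and 14 upregulated and 12 downregulated segments. It was less certain than the *Traj* order, since WT libraries against the other WT libraries also gave rho values of 0.51, -0.33 and -0.49, and the 25 segments with a mean of at least 100 CP20M gave 0.51. *Trav* segments are close paralogs, so that single values are uncertain. The 22 *Trbv* and 14 *Trbj* segments of the beta locus showed no order (rho = 0.12 and 0.01, permutation p = 0.589 and 0.988). Of the 10 splits of the 6 libraries, 1, the real one, gave a *Traj* correlation this large, but another reached 0.885 in size, and with 10 splits the share is never under 0.1.

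Several technical explanations are argued against by the tables. Low values do not account for the order, which was there among the 14 *Traj* segments with a mean of at least 100 CP20M (rho = -0.851). Sequence variants between strains that remove or add reads of scattered single segments would leave no order, which was there in each *Eomes* Tg library, at rho = -0.896 in the weakest. A few expanded clones would raise single segments, but the largest share of 1 *Traj* segment was 6.09% in an *Eomes* Tg library against 6.66% in a WT library. Immature double-positive thymocytes among the sorted cells would have to make up at least 36.1% of the *Eomes* Tg cells to move the 5′ share this far, whereas *Rag1*, *Rag2*, *Ptcra* and *Cd4* together reached 0.339% of the *Cd8a* value, against 0.253% in WT libraries. This share replaced a first test, the fit without the *Eomes* Tg library with the most *Rag1*, which left the double-positive list undecided (median log2 fold change 0.16, camera p = 0.339 with the preset correlation, *Traj* rho = -0.92), and its set of transcripts was reduced after the share had been seen.

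A candidate explanation is that *Eomes* Tg cells went through fewer successive rounds of rearrangement at the alpha locus, in which 3′ *Trav* and 5′ *Traj* segments are joined first. It was tested on segments too low for the fit. The 57 *Trav* segments followed the order weakly (rho = 0.335, permutation p = 0.0116), while the 15 *Traj* segments did not (rho = -0.139, permutation p = 0.622). The 7 low *Trbv* segments, for which no order was anticipated, gave rho = 0.83 (permutation p = 0.0304), so that the test on low segments is weak and decides nothing. Shorter lifetime of double-positive cells, a change in which cells are selected, and a regulatory variant carried over from the strain of the founder eggs were not tested and stay open.

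*Trdc*, the constant gene of the δ chain, lies between the *Trav* and *Traj* segments, at 54142851 to 54148868, and outside the genes the paper discusses. It rose from 395 ± 42.0 to 751 ± 57.4 CP20M (SD, n = 3 each), a log2 fold change of 0.92 (adjusted p = 9.40e-05 from limma), which passed the fold-change threshold, at 1.00, without WT replicate 3. Whether γδ T cells among the sorted cells may be the source could not be decided. The median log2 fold change of the 5 other tested transcripts of their list was -0.149, but they moved in both directions, with *Tcrg-C4* at 1.69 and *Tcrg-C2* at 0.73, which are paralogs, and *Maf* at -0.79. *Tcrg-C4* also spread widely between the *Eomes* Tg libraries, at 39, 290 and 186 CP20M. Rearrangement at the alpha locus removes *Trdc* from a chromosome, and since *Trdc* lies between the joined segments, the first joining already does so. Fewer later rounds, the explanation given for the *Traj* order, would therefore not by themselves raise *Trdc*, and this was not tested.

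*Hspa1a* (ENSMUSG00000091971), a heat shock gene outside those the paper discusses, had a log2 fold change of 5.14 (standard error 0.62, adjusted p = 2.19e-04 from limma), with 51, 399 and 64 CP20M in WT libraries and 3651, 3006 and 6231 in *Eomes* Tg libraries. WT replicate 2 alone moved it to 6.04 when left out. Its paralog *Hspa1b* had 4.50, and reads may be shared between them and with *Gm20481*, at 5.04. *Fos* and *Jun*, chosen after their values were seen, were higher as well, at 1.53 (1.01 without WT replicate 1) and 2.21. *Eomes* Tg replicate 3 alone is argued against as the source, since *Hspa1a* stayed at 4.84 without it. A difference in handling between WT and *Eomes* Tg samples is a candidate explanation for *Fos* and *Jun*. Of 16 immediate early genes whose values had not been looked at, 14 were higher in *Eomes* Tg and 5 of these were upregulated, and their median log2 fold change of 0.63 was above that of all 10000 random lists (one-sided permutation p = 0.0001, the smallest possible). *Fosl2* at -0.79 and, among genes seen before, *Nr4a1* at -0.49, *Egr3* at -1.08 (called downregulated) and *Egr1* at 0.11 went otherwise, while *Egr2* was higher at 0.77. For *Hspa1a* and *Hspa1b* handling was left undecided by the 16 heat shock genes whose values had not been looked at, of which 11 were higher, 0 upregulated and 1 downregulated, with a median log2 fold change of 0.12 (one-sided permutation p = 0.0220). These values depend in part on *Eomes* Tg replicate 3, in which 14 of the 16 genes were higher than the mean of the other *Eomes* Tg libraries. In *Eomes* Tg replicates 1 and 2, *Hsp90ab1*, *Hspd1* and *Cacybp* lay below all WT values, while *Dnajb4* and *Bag3* lay above them. The list was not tested without replicate 3. WT mice were purchased, as the paper's methods state, while the transgenic line was bred from founder eggs. Handling, housing and genotype cannot be separated with these libraries, so that an effect of EOMES on these genes stays open.

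*Cd74* (ENSMUSG00000024610), the invariant chain of MHC class II, rose from 1161 ± 294 to 4374 ± 591 CP20M (SD, n = 3 each), a log2 fold change of 1.93 (adjusted p = 1.76e-05 from limma), and lies outside the genes the paper discusses. *Ciita* had 2.00. *H2-Ab1* and *H2-Eb1* had 1.46 and 1.19, but WT replicate 3 was high for them, with 231 and 190 CP20M, and without it they had 2.03 and 1.69. Other cell types among the sorted *Eomes* Tg cells are argued against. The 3 tested transcripts of the B-cell list had a median log2 fold change of -1.24, with 2 called downregulated. The third and most abundant, *Ighm*, had means of 9082 and 9283 CP20M in WT and *Eomes* Tg libraries, a log2 fold change of 0.03. The dendritic transcripts other than class II genes summed to 27.3 CP20M in *Eomes* Tg against 65.0 in WT libraries, and each *Eomes* Tg library lay below each WT library. The rules for reading the B-cell and dendritic values were set after the values were seen, and a first version of the B-cell value took all detected transcripts. An effect of the genotype, direct or through interferon or activation, stays open as a hypothesis, since handling was not tested for these genes.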

How the results depend on the processing

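No test in this part was chosen to explain a change. Unless stated, the cause of a change was not tested.

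The direction of *Eomes*, *Runx2* and *Runx3* and their side of the adjusted p threshold stayed the same under each of 15 alternatives. *Runx3* ranged from 0.53 to 0.72. The same held for the T_IM_ list (p from 1.71e-23 to 0.0366), the Fig. 5f genes higher in T_IM_ cells (1.63e-19 to 0.00254), the more accessible promoters (1.64e-36 to 0.00142), the less accessible promoters (4.74e-17 to 0.00501) and the H3K27ac enhancers (1.19e-27 to 0.00344) under 18 alternatives each. The naïve list stayed lower throughout. The flow cytometry markers with an adjusted p under 0.05 in the protein's direction numbered 9 to 11.

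The number of upregulated genes was 162 with a minimum mean of 100 CP20M and 1635 with no minimum fold change. The downregulated genes numbered 320 and 2654 under these settings, which by their construction test fewer genes and call smaller changes. Across the 6 fits that each left out 1 library, upregulated genes ranged from 247 to 267 and downregulated genes from 514 to 598. With trimmed-mean scaling, which moved the median log2 fold change of all genes from -0.05 to 0.01, 280 genes were upregulated and 519 downregulated, and with upper-quartile scaling 289 and 513. All 250 upregulated genes remained called under both. The added limma-voom fit, with 275 and 621 genes, and the added filter on genes above 0 in every library, with 554 downregulated, were both chosen after seeing the data. With the replicate block, 252 genes were upregulated and 561 downregulated, including all of the genes called without it. The replicates share only a number, since deviations of same-numbered WT and *Eomes* Tg libraries correlated at -0.002, 0.005 and -0.016 across genes. The edgeR quasi-likelihood test and DESeq2, named among the alternatives, were not run because the values were treated as a normalized score, although the estimated reads would have allowed them.

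The naïve list's median of -0.49 moved to -0.41 with a pseudocount of 20, -0.42 with a minimum mean of 100 CP20M, -0.44 with trimmed-mean and -0.42 with upper-quartile scaling. The signature genes stated as unchanged of which 1, *Il18rap*, was called, held 0 called genes at a minimum mean of 100 CP20M, because *Il18rap* then falls under the minimum. The Fig. 5f genes lower in T_IM_ cells passed the threshold with fry, a test against no change and not against the other genes (p = 0.00748, over a range of alternatives up to 0.344 with the preset correlation).

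Of the enhancer clusters, 1 was past the threshold with camera, and 4 with no filter on low values, 2 with a minimum mean of 100 CP20M, 4 with fry, 0 with an estimated correlation (where 1 had an unadjusted p under 0.05) and 5 with fgsea. With no filter, clusters 3, 4 and 5 had adjusted p-values of 0.0213, 0.0109 and 0.0155. Cluster 3 had 0.0125 with a minimum mean of 100 CP20M. With fry, clusters 4, 5 and 6 had 5.84e-04, 4.60e-04 and 0.00148. Cluster 2 had 0.0979 with an estimated correlation. With fgsea, clusters 1, 3, 4 and 5 had 0.00740, 0.0144, 0.00232 and 0.00232. Over all alternatives the adjusted p ranged up to 0.405 for clusters 1, 3, 4 and 5 and 0.627 for cluster 6, and down to 2.43e-21 for cluster 2. The marker lists past the threshold, 5 in the fit reported, went to 0 with an estimated correlation, where 1 list had an unadjusted p under 0.05.

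The sign of 7 genes that were not called reversed. *Klrk1* was -0.0113 with a pseudocount of 20, and *Cd3e* 0.0431 with trimmed-mean and 0.0599 with upper-quartile scaling. Leaving out 1 library gave values from -0.58 to 0.67 for *Klrk1*, -0.79 to 0.20 for *Gzmb*, -0.0785 to 0.0821 for *Mef2a*, -0.12 to 0.14 for *Cd24a*, -0.0750 to 0.0422 for *Cd3e*, -0.0207 to 0.12 for *Trbc1* and -0.00222 to 0.0878 for *Trbc2*. Of the lists, myeloid cells reversed with no filter (adjusted p = 0.783), fry (0.744) and fgsea (0.974), γδ T cells with no filter (0.634), NKT cells with a minimum mean of 100 CP20M (0.529), fry (0.277) and fgsea (0.558), CD4SP and regulatory T cells with fgsea (0.584) and thymic epithelium with fgsea (0.946). Without 1 library, the NKT list ranged from 0.599 to 0.948. None of these reversals passed the threshold.

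Over the 74 named genes and lists with 1083 values under alternatives, 1017 kept direction and side, 25 became weaker, 16 stronger and 25 reversed. *H2-Ab1* and *H2-Eb1* lost their calls under 6 alternatives each, which were no filter on low values, no trend, and the fits without WT replicate 1 (1.22 and 0.93), WT replicate 2 (1.14 and 0.93), *Eomes* Tg replicate 1 (1.27 and 0.99) or *Eomes* Tg replicate 2 (1.41 and 1.14). *Id2* was called as lower in 3 fits, by 1.00 without WT replicate 1, at -1.01 without WT replicate 3 and at -1.05 without *Eomes* Tg replicate 3. *Gzma* was called without WT replicate 2 (2.39), *Cd44* without *Eomes* Tg replicate 1 (1.01) and with upper-quartile scaling, and *Trdc* without WT replicate 3. *Ly6c2* lost its call without *Eomes* Tg replicate 1 (0.91), and *Itgae* under both scalings (-0.96 and -0.94). The mature CD8SP list passed the threshold under 5 alternatives, among them the fits without WT replicate 2 (adjusted p = 0.0481) and without *Eomes* Tg replicate 3 (0.0106), the B-cell list under 3, and the CD4SP and regulatory T-cell list with fry, as lower (0.0180, over a range up to 0.913).

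The depth limits genes near the minimum mean. *Klra7*, *Fasl*, *Klrc2* and *Prdm1* were not tested in the fit reported, and with no filter on low values their log2 fold changes were 0.15, 0.36, 0.59 and 1.15, of which that of *Prdm1* passed both thresholds (adjusted p = 0.0110). Values of *Prdm1* under other alternatives are not given. The minimum mean of 100 CP20M gave no value for genes that lie under it, among them *Gzmm*, *Gzmb*, *Klra3*, *Klrk1*, *Ccr2*, *Il18rap*, *Dmrta1*, *Sox5*, *Chn2*, *Clec12a*, *Tbx21*, *Ciita*, or for the thymic epithelium list.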

Differences from the paper's values

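Values were compared where the paper states a measure that was also computed here. For each, the alternatives named are those set before the data were examined.

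The paper's methods state 25 M sequenced reads per sample, M being the unit of CPM, for the WT and *Eomes* Tg libraries. The reads estimated here had a median of 14.1 M, but these are reads counted on genes, a different measure, and whether the paper counts reads or read pairs is not stated. No alternative bears on this value.

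Fold changes were compared for 36 genes examined singly here that Supplementary Data 1 lists, of which 9 differed by more than the SD between replicates, and the others by at most 0.46. No sign was opposite once the sheets' direction, WT against *Eomes* Tg, was turned. The paper's log2 fold change of *Hspa1a* is 1.11, against 5.14 here, that of *Gm20481* 1.02 against 5.04, and that of *Hspa1b* 1.28 against 4.50. For *Serpina3f* the paper's value is 4.80, against 5.30 here, for *Slc15a1* -4.72 against -5.05, and for *Sox5* -3.24 against -3.58. None of the alternatives closed the gap for these 6 genes. For AC153495.1 the paper's value is 5.35, against 5.64 here, and 1 of 14 alternatives came within the error, the fit without WT replicate 1 (5.55). For *Dmrta1* the paper's value is 3.32, against 3.72 here, and 3 of 13 alternatives came within the error, the fits without WT replicate 2 (3.61), without WT replicate 3 (3.70) and without *Eomes* Tg replicate 2 (3.51). For *Plekho1* the paper's value is -2.05, against -2.14 here, and 6 of 14 alternatives came within the error. These were a pseudocount of 20 (-2.09), the trimmed-mean (-2.08) and upper-quartile (-2.07) scalings, and the fits without WT replicate 1 (-2.12), WT replicate 2 (-2.11) or *Eomes* Tg replicate 1 (-2.10). The fitted values of *Dmrta1* and *Serpina3f*, whose WT libraries are at the floor, depend on the pseudocount and are given here for the comparison only. With pseudocounts of 1 and 20, the values lay on either side of the paper's for *Serpina3f* (6.35 and 3.80), *Dmrta1* (4.65 and 2.41), AC153495.1 (6.05 and 4.71), *Slc15a1* (-5.49 and -4.09) and *Sox5* (-4.22 and -2.48), so that the gaps of these genes depend on the pseudocount.

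The promoter sheets of Supplementary Data 3 have 618 and 401 entries, more than the regions that Fig. 6a counts in each direction. No alternative bears on these numbers.

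In addition, *Il18rap* goes against a statement of the paper, and the less accessible promoters were set beside another. The paper gives *Il18rap* as not differentially expressed in *Eomes* Tg cells in its text, while it is upregulated here at 1.26 and under each alternative in which it was tested, and Supplementary Data 1 lists it as higher in *Eomes* Tg cells at the paper's value of 1.19. The paper describes less accessible peaks as not associated with downregulated genes. That statement comes from the BETA algorithm, which the paper ran on the differentially accessible regions, of which promoters are a part. Here the genes of less accessible promoters were lower as a list, with 41 of 113 tested genes downregulated. This is another measure and covers promoters only, so that it does not test the paper's statement. For *Runx3* and *Prdm1* the direction is that of the paper, but the thresholds used here did not call them. The paper gives *Runx3* as upregulated in *Eomes* Tg cells in its text. The sheets of Supplementary Data 1 for *Eomes* Tg and WT cells do not list it, so that they and the calls here do not differ for this gene. Here its adjusted p-value passed the threshold, and its log2 fold change of 0.64 did not reach 1 under any of the alternatives (0.53 to 0.72), except that without a minimum fold change it is called. The paper lists *Prdm1* as higher in *Eomes* Tg cells at 1.01, while it lay under the minimum mean here and was called with no filter on low values (log2 fold change 1.15).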

Other observations

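The tests in this part were chosen after the results they address were seen, except the splits of the libraries and the tests on unseen heat shock genes and on cell cycle genes in the T_IM_ list.

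Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many differentially expressed genes. In the other splits 0 genes were called in either direction. Each of these other splits mixes both genotypes within its groups, so that the genotype difference widens the spread within groups. The 0 calls are therefore no estimate of the calls expected without a genotype effect. The real split was also the 1 split with a camera p as small for the T_IM_ list, the Fig. 5f genes higher in T_IM_ cells, the promoter lists and the H3K27ac enhancer list. For the Fig. 5f genes lower in T_IM_ cells 3 of the 10 splits did as well, for the enhancer clusters 8 and for the marker lists 3. With 10 splits the share cannot fall under 0.1, so that none of these counts decides alone.

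The genes that Supplementary Data 2 assigns to enhancers with more H3K27ac in *Eomes* Tg cells, 230 of 325 tested, had a median log2 fold change of 0.14, with 147 higher and 83 lower. The list was higher relative to the other tested genes (camera p = 8.33e-09 with the preset correlation, p = 0.00344 with an estimated correlation) and held 35 upregulated and 4 downregulated genes, also with p-values adjusted over the list alone. Among the enhancer clusters of Supplementary Data 4, the genes of cluster 2 were higher (adjusted p = 3.35e-09 from camera of limma, median log2 fold change 0.18, 67.4% of 184 genes higher). Clusters 1 and 3 were higher and clusters 4 and 5 lower at an adjusted p = 0.0906 each, and cluster 6 lower at 0.484. Whether clusters differ from each other was not tested.

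Of the 17 transcripts whose proteins Fig. 5b measures, 11 moved in the direction given for the protein with an adjusted p under 0.05, 5 showed no difference (*Tbx21*, *Cd24a*, *Trbc1*, *Trbc2* and *Cd3e*) and 1, *Egr2*, moved the opposite way. The 11 include *Eomes* itself, which the transgene raises, and both *Ly6c1* and *Ly6c2*, which stand for 1 protein, Ly6C. Among the 5, *Trbc1* and *Trbc2* likewise stand for 1 protein, the TCRβ chain. With p-values adjusted over the list alone, 4 of the 17 transcripts were upregulated and 1 downregulated. *Cd44*, *Il4ra*, *Bcl2* and *Cd27* had log2 fold changes of 0.94, 0.57, 0.26 and 0.20, *Ly6c2* of 1.04, *Itga4* of -0.36 and *Itgae* of -1.02. Reads of *Ly6c2*, *Trbc1* and *Trbc2* may be shared with their paralogs. *Egr2* had a log2 fold change of 0.77 (adjusted p = 0.00422 from limma). The scaling of the values is argued against as its source, since the lower of the values under the trimmed-mean and upper-quartile scalings was 0.83. Transcript and protein may differ for reasons that these data do not address. At the loci of Fig. 7b, *Kdm5b* did not differ, at -0.08.

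The marker lists of the cell cycle were lower in *Eomes* Tg libraries. In the S-phase list 40 of 41 genes were lower (median log2 fold change -1.04, adjusted p = 1.78e-16 from camera of limma) and in the G2M list 48 of 51 (median -1.68, adjusted p = 1.75e-20). The paper lists 18 and 37 of these genes in Supplementary Data 1, which had been read before the lists were made. An estimated correlation gave an adjusted p of 0.333 for each, the highest over the alternatives, which ranged down to 5.80e-24 and 8.15e-31 and with this exception stayed under 0.05. Whether dividing double-positive thymocytes among the WT cells are the source was not settled. *Rag1*, *Rag2*, *Ptcra* and *Cd4* summed to 88.0 CP20M in WT libraries, which is 0.126% of the loss in the summed cell cycle lists. This ratio depends on how strongly a cell expresses each set and is no share of cells. The sum was not clearly higher in WT libraries, at 43, 89 and 132 CP20M in WT and 234, 78 and 59 CP20M in *Eomes* Tg replicates 1 to 3. The double-positive list had a median of 0.340 (adjusted p = 0.240), with 6 of 9 genes higher. Fewer semimature cells could lower these lists as well, with a median of 0.0772 (adjusted p = 0.427) in their own list, whose members moved both ways, so that this source cannot be told apart from a lower division rate. Of the T_IM_ genes that were downregulated, 22.2% (10 of 45) are in the cell cycle lists, and the share of lower genes in the T_IM_ list went from 36.7% to 34.9% without cell cycle genes, which argues against them as the reason for most of the lower T_IM_ genes. All 10 cell cycle genes in the T_IM_ list were downregulated, so that they account for part of them.

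Of the other marker lists, that of the interferon response was higher (29 of 35 genes, median 0.29, adjusted p = 9.85e-09), as were those of dendritic cells with MHC class II (5 of 6 genes, adjusted p = 0.0162) and NK cells (5 of 7 genes, median 1.38, adjusted p = 0.00381). These 3 lists also lost their calls with an estimated correlation, at adjusted p-values of 0.338, 0.443 and 0.333, the highest over their alternatives, which ranged down to 9.66e-11, 2.83e-04 and 3.54e-04. The dendritic list lost its call under 3 further alternatives and the NK list under 1. The 5 higher transcripts of the dendritic list are class II genes. The mature CD8SP list gave an adjusted p of 0.0500, just over the threshold, and 7 lists were above 0.1, which were those of B cells (0.159), CD4SP and regulatory T cells (0.361), γδ T cells (0.502), erythroid cells (0.571), myeloid cells (0.921), NKT cells (0.933) and thymic epithelium (0.933). These lists had 1 to 7 tested genes, and the NK list shares 3 genes with other lists, as do the NKT and double-positive lists. *Foxp3*, in the CD4SP and regulatory T-cell list, had a log2 fold change of -1.20.

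*Eomes* Tg replicate 3 stood apart from the other *Eomes* Tg libraries. The mean squared difference per gene, in units of counting error, was 18.5 and 19.5 between it and *Eomes* Tg replicates 2 and 1, against 3.07 between these and 2.56 to 2.86 among the WT libraries, and it alone set the second principal component (11.8% of the variance). A lower depth is argued against, since it had 112% of the mean reads of the other *Eomes* Tg libraries. A warmer or stressed preparation is a candidate explanation. Of 16 heat shock genes whose values had not been looked at, 14 were higher in replicate 3 than the mean of the other *Eomes* Tg libraries. The list's median log2 difference of 0.37 lay above all 10000 random lists (one-sided permutation p = 0.0001, the smallest possible). Among genes seen before, *Hsph1* had 2914, 2388 and 15169 CP20M in the *Eomes* Tg libraries, and the cold-induced *Rbm3* and *Cirbp* had 8369, 8468 and 3178, and 952, 1467 and 388. The 10 genes with the highest values took 3.73% to 4.50% of a library, so that a few genes do not dominate any of them.

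The line was made in eggs of another strain background and backcrossed, so that called genes could cluster on a segment of donor chromosome. Among 12696 genes outside the receptor and NK-receptor families, with 765 calls, the fullest windows of 20 neighbouring genes held 7 calls, against a median of 6 in shuffled calls (permutation p = 0.292), which leaves a donor segment undecided. In 3 overlapping windows on chromosome 13, from 92844760 to 95891922, all 7 calls of each were higher. Some NK-receptor genes at or under the floor in WT libraries, chosen after their values were seen, were at least 33.8-fold (*Klra8*), 25.4-fold (*Klra14-ps*), 17.1-fold (*Klri2*) and 11.1-fold (*Klra4*) higher in *Eomes* Tg libraries, and *Epha3* at least 18.7-fold. Paralogs, a strain variant and EOMES were not told apart for them.

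Differences from Supplementary Data 1 were examined by a pair of tests. Of the 250 genes upregulated here, 23 are not listed there, and 6 of these 23 were at 0 in a library, against 0 of the 227 listed genes (2-sided Fisher's exact p = 3.16e-07). A filter on zeros in the paper's test could account for these 6 and not for the others. For the 235 listed genes tested here, the fold changes were close to the paper's (Pearson's r = 0.889, Spearman's rho = 0.918, median gap 0.03), and the gap grew with the spread between replicates across genes (rho = 0.826, permutation p = 1e-05, the smallest possible). Fold changes pulled toward 0 where replicates spread widely are consistent with this relation, which was seen and tested on the same genes. The copy of the WT sheet has a date in place of 1 gene name, which may stand for *Sept8*, a gene downregulated here at -2.20.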
